# Therapeutic homology-independent targeted integration in retina and liver

**DOI:** 10.1038/s41467-022-29550-8

**Published:** 2022-04-12

**Authors:** Patrizia Tornabene, Rita Ferla, Manel Llado-Santaeularia, Miriam Centrulo, Margherita Dell’Anno, Federica Esposito, Elena Marrocco, Emanuela Pone, Renato Minopoli, Carolina Iodice, Edoardo Nusco, Settimio Rossi, Hristiana Lyubenova, Anna Manfredi, Lucio Di Filippo, Antonella Iuliano, Annalaura Torella, Giulio Piluso, Francesco Musacchia, Enrico Maria Surace, Davide Cacchiarelli, Vincenzo Nigro, Alberto Auricchio

**Keywords:** Targeted gene repair, Retina, Metabolic disorders

## Abstract

Challenges to the widespread application of gene therapy with adeno-associated viral (AAV) vectors include dominant conditions due to gain-of-function mutations which require allele-specific knockout, as well as long-term transgene expression from proliferating tissues, which is hampered by AAV DNA episomal status. To overcome these challenges, we used CRISPR/Cas9-mediated homology-independent targeted integration (HITI) in retina and liver as paradigmatic target tissues. We show that AAV-HITI targets photoreceptors of both mouse and pig retina, and this results in significant improvements to retinal morphology and function in mice with autosomal dominant retinitis pigmentosa. In addition, we show that neonatal systemic AAV-HITI delivery achieves stable liver transgene expression and phenotypic improvement in a mouse model of a severe lysosomal storage disease. We also show that HITI applications predominantly result in on-target editing. These results lay the groundwork for the application of AAV-HITI for the treatment of diseases affecting various organs.

## Abstract (web summary)

Limits of AAV-mediated gene therapy include targeting dominant mutations and inducing long-term transgene expression. Here, the authors show that AAV-HITI results in efficient allele-independent integration of a donor DNA in both retina and liver providing therapeutic benefit in mouse models of either a genetic form of blindness or a lysosomal storage disease, respectively.

## Introduction

Adeno-associated viral (AAV) vectors are the most broadly used for in vivo gene therapy applications; this is due to their favorable safety profile, wide tropism, and ability to provide long-term transgene expression. The retina and the liver are among the most relevant target tissues of AAV-mediated gene therapy^1^. The first FDA-approved gene therapy for an inherited disease was an AAV vector administered subretinally to patients with a rare form of childhood blindness^2^, while systemic administrations of AAV vectors that target the liver are in various phases of clinical development for hemophilias (OMIM 306700, OMIM 306900) and several inborn errors of metabolism like ornithine transcarbamylase deficiency (OMIM 311250), familial hypercholesterolemia (OMIM 143890) and mucopolysaccharidosis type VI (MPS VI, OMIM 253200)^3^. However, AAV-mediated liver and retina gene delivery still present challenges.

In total, 30–40% of cases of retinitis pigmentosa (RP) have an autosomal dominant pattern of inheritance with *Rhodopsin* (*RHO*) being the most commonly mutated gene (RP4, OMIM 613731). *RHO* mutations are responsible for about 25% of autosomal dominant RP cases in the United States and about 20% of cases elsewhere in the world^4^. P23H is the most common *RHO* mutation in North America due to a founder effect of European origin, representing 9% of all cases of autosomal dominant RP in the United States^4^. P23H RHO does not fold properly and accumulates in the endoplasmic reticulum (ER), which results in ER stress and ultimately in photoreceptor cell death^5,6^. Several other *RHO* mutations have gain-of-function (GOF) effects. In these cases, conventional gene supplementation therapy is ineffective.

One of the major limitations of AAV-mediated gene therapy is the episomal nature of recombinant AAV genomes which undergo dilution in proliferating tissues, e.g., during hepatocyte division in liver which is the main target of AAV systemic administration^7,8^. In fact, newborn animals treated with intravenous AAV present a rapid and progressive decline in liver transgene expression^7,9–11^, which prevents their application to newborn-toddler patients. In the clinical trial of AAV-mediated liver gene therapy for MPS VI that we are currently conducting (ClinicalTrials.gov number NCT03173521), patients under 4 years of age are excluded for this reason. In addition, liver injury followed by regeneration might cause loss of AAV-mediated transgene expression in adult patients^8,12^.

Versatile genome editing with CRISPR/Cas9 has the potential to overcome AAV gene transfer limitations. In the retina, CRISPR/Cas9 gene delivery is being evaluated to obtain allele-specific knockout of common *RHO* GOF mutations^13–16^. However, this approach is limited by the availability of specific guide RNA (gRNA) and protospacer adjacent motif combinations for specific Cas9 targeting of the GOF allele. In addition, this approach is mutation-specific, which limits its clinical applicability due to the high RP4 locus heterogeneity^17–20^. Ideally, any mutant *RHO* should be exchanged with a correct copy without the need for allele-specific approaches. However, homology-directed repair (HDR), which is the most used mechanism for site specific integration^21^, is not a viable option because of its relative inefficiency in terminally differentiated photoreceptors. In mouse liver, HDR has been exploited in combination or not with nuclease-induced double-stranded breaks to mediate precise integration of a donor DNA with homology arms to the *albumin* (*Alb*) locus, which is highly transcribed in hepatocytes^22,23^, thus overcoming AAV genome dilution in proliferating hepatocytes. This is being tested in the clinic for therapy of hemophilia B (NCT02695160) and mucopolysaccharidoses type I (NCT02702115) and II (NCT03041324). However, the efficiency of this HDR-dependent system is still under investigation and the inclusion of homology arms needed for HDR limits the size of the therapeutic sequence that can be packaged in an AAV vector.

Recently, a strategy for DNA integration at a desired locus has been described that exploits non-homologous end joining (NHEJ), a DNA repair pathway more diffused and active than HDR, which could therefore achieve improved efficiency in both retina and liver. This homology-independent targeted integration (HITI) uses a donor DNA that is flanked by the same gRNA/Cas9 target sequences within the gene of interest. After Cas9 cleaves both the gene and the donor DNA, the NHEJ machinery of the cell integrates the donor DNA during the repair of the DNA double-strand breaks, with surprisingly high rate of precise integration^24,25^. Inverted integration of the donor DNA is avoided by inverting its gRNA target sequences, so that Cas9 can recognize and cut the target sequence again if inverted integration occurs^26^. HITI precision and off-target integration need to be further characterized in order to establish this as a safe alternative to HDR. Moreover, further investigation of its therapeutic potential in terminally differentiated neurons, like photoreceptors, and in dividing tissues, like the liver, is necessary.

Here, we propose an adapted HITI with a donor DNA that includes both STOP codons to block the expression of the endogenous gene and a translation start site followed by a correct copy of the therapeutic transgene (Fig. 1). Specifically, we developed a system based on two AAV vectors. One AAV encodes *Streptococcus pyogenes* Cas9 (SpCas9) under the control of a tissue-specific promoter, to restrict SpCas9 expression to the targeted tissue. The other AAV includes: (1) a gRNA expression cassette, in which the expression of a specific gRNA (or a scramble-gRNA, as a negative control) is driven by the U6 promoter and (2) the donor DNA which contains the coding sequence (CDS) for the therapeutic gene which is preceded by a translation start site (START), followed by the bovine growth hormone polyadenylation sequence and flanked by inverted gRNA target sites identical to the site selected to cleave the endogenous gene (Fig. 1). As NHEJ-mediated integration of the donor DNA will likely generate INDELs, inclusion of STOP codons in all three open reading frames upstream of the START will block expression of the endogenous gene, regardless of the integration precision (Fig. 1).

**Fig. 1:**
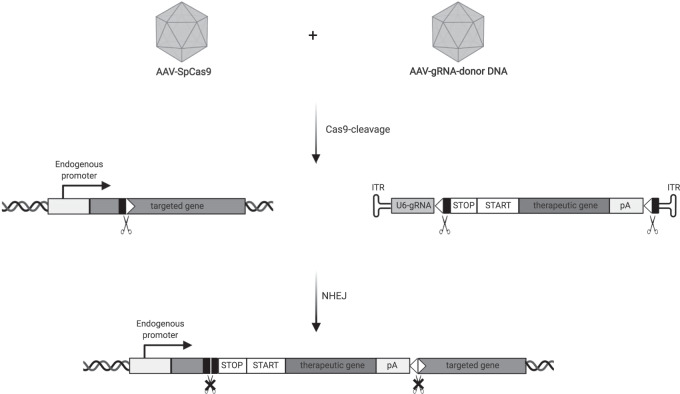
Schematic of the AAV-HITI therapeutic approach. AAV-delivered SpCas9 targets both the endogenous locus of a targeted gene and the inverted gRNA target sites flanking the donor DNA. Non-homologous end joining (NHEJ) recruits the donor DNA at the targeted locus. STOP codons knockout the endogenous gene while START sites initiate translation of the therapeutic gene. AAV adeno-associated viral vector, SpCas9 *Streptococcus pyogenes* Cas9, ITR inverted terminal repeats, U6-gRNA gRNA expression cassette containing the U6 promoter, the gene-specific or scramble gRNA and the gRNA scaffold; black rectangles and white triangles represent the two parts of the SpCas9 target sites flanking the SpCas9-induced double-strand break; scissors represent SpCas9-mediated double-strand breaks; STOP Stop codons in the 3 open reading frames, START translation start site (either kozak or internal ribosomal entry site, IRES), pA bovine growth hormone polyadenylation sequence; crossed scissors represent inability of SpCas9 to recognize target sites after homology-independent targeted integration has occurred.

In the retina, we propose to use HITI to replace both the P23H mutant and wild-type *Rho* alleles, thus providing an allele-independent genome editing strategy for RP4. In the liver, we target the *Alb* locus in newborn, proliferating hepatocytes of a mouse model of the severe lysosomal storage disease MPS VI to achieve stable therapeutic levels of arylsulfatase B (ARSB), the lysosomal enzyme which is deficient in MPS VI.

## Results

### AAV-HITI in the mouse and pig retina

To knockout both wild-type and mutant mouse *rhodopsin* (m*Rho*) and simultaneously replace them with a correct copy of the human *Rhodopsin* (h*RHO*) CDS, we designed a gRNA targeting the first exon of the m*Rho* gene to induce integration of our donor at the beginning of the endogenous gene and thus disrupting its expression. We demonstrated the efficiency of this m*Rho*-gRNA in vitro using a scramble gRNA that does not align with either the mouse or pig genomic sequences, as negative control (Supplementary Fig.  1a and Supplementary Table 1). To determine HITI efficiency, we initially included the CDS for *Discosoma red fluorescent protein* (DsRed) in our donor DNA to act as a reporter. We designed two donor DNAs with different and broadly used translation start sites (STARTs): either a consensus kozak sequence (therefore referred to as kozak-DsRed), or a small synthetic 50 bp internal ribosomal entry site (IRES) sequence (IRES-DsRed)^27^. Since the donor DNA does not include a promoter, we expected to see expression of the reporter only after correct integration in the m*Rho* locus. We tested both the kozak- and the IRES-DsRed constructs in vitro and observed efficient integration and gRNA-specific DsRed expression (Supplementary Fig. 1b, c and Supplementary Results and Discussion). Then, to test this approach in the retina we generated a two AAV vector system: one AAV encoded SpCas9 under the control of the interphotoreceptor retinol-binding protein (IRBP) promoter (IRBP-SpCas9, Supplementary Fig.  2a), while the other AAV carried either the m*Rho*-gRNA (gRNA) or the scramble-gRNA expression cassette together with the donor DNA (either kozak-DsRed or IRES-DsRed, Supplementary Fig. 2b). Four weeks after subretinal injection of AAV vectors in mouse retinas, fluorescence microscopy analysis showed 4.2% of DsRed+ photoreceptors in the injected area when using the gRNA and the kozak-DsRed, and 4.7% when using IRES-DsRed donor DNA (Fig. 2a). No DsRed+ photoreceptors were detected in scramble-treated retinas, confirming the lack of potential leaky expression caused by AAV inverted terminal repeats (ITRs) transcriptional activity. We observed significant variability in the integration efficiency between eyes from the same group, with a single IRES-DsRed+ gRNA-treated eye showing 11.8% of DsRed+ photoreceptors. A thorough analysis of SpCas9 activity at both on- and off-targets sites (Supplementary Table  2) showed that this is mostly accurate, as reported in Supplementary Results and Discussion, Supplementary Fig.  3 and Supplementary Table  3.

**Fig. 2:**
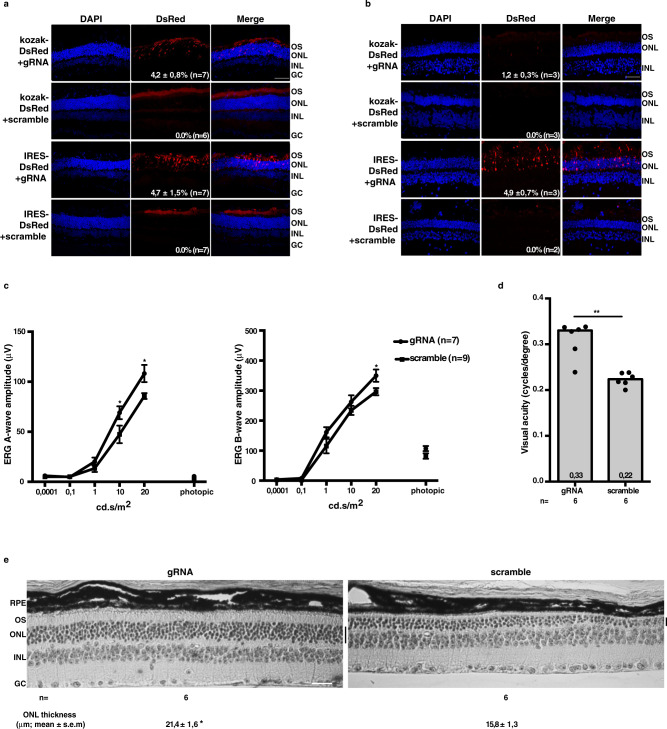
Subretinal administration of AAV-HITI results in efficient photoreceptor editing and improves the retinal phenotype of *Rho*^*P23H−/+*^ mice. **a**, **b** Fluorescence microscopy representative images of retinal cryosections 30 days after subretinal injection with either 2.5 × 10^9^ and 2 × 10^11^ genome copies/eye of each vector in mouse (**a**) and pig (**b**) retina, respectively. Slices were stained with DAPI; the white scale bar in the upper merge image equals 50 µm. **c**–**e** *Rho*^*P23H−/+*^ mice were injected subretinally at post-natal day (p) 7 with 1.7 × 10^9^ genome copies of each vector and analyzed at around p120 by electroretinography (**c**), optomotry (**d**) and histology (**e**). **c** Electroretinogram A- and B-wave amplitude was measured at constant luminance (cd s/m^2^) representative of scotopic (0.0001 to 20 cd s/m^2^) and photopic conditions. **e** The white scale bar in the left image equals 35 µm. Results are represented as mean ± SEM for each group of treatment (numbers in **a**, **b**, line-dot, **c**, **e**) or as a single measurement for each mouse (dot) and as median for each group of treatment (column, **d**). *p < 0.05; **p < 0.01 (**a**, **b** unpaired *t*-test; **c** either unpaired *t*-test or Wilcoxon rank sum test; **d** Wilcoxon rank sum test; **e** unpaired *t*-test). Further details on statistical analysis, including exact *p* value, can be found in “Methods” section. Source data are provided as a Source Data file. DsRed *Discosoma red fluorescent protein*, cd s/m^2^ candela-seconds per meter squared, RPE retinal pigmented epithelium, OS outer segments, ONL outer nuclear layer, INL inner nuclear layer, GC ganglion cells, *n* number of biologically independent samples.

Next, we tested whether HITI could be used to edit the genome of photoreceptors in pigs which are a large, widely used pre-clinical model. We designed a gRNA targeting the first exon of pig *Rhodopsin* (p*RHO*), which has a similar efficiency in vitro to the one complementary to m*Rho* (Supplementary Fig.  1a). AAV vectors carrying either the gRNA or scramble expression cassettes with either the kozak-DsRed or IRES-DsRed donor DNAs (Supplementary Fig.  2c) were co-injected subretinally in pigs with the IRBP-SpCas9 vector (Supplementary Fig.  2a). One month later, we observed 1.2% DsRed+ photoreceptors in the injected area of eyes treated with kozak-DsRed + gRNA and 4.9% in eyes treated with IRES-DsRed + gRNA (Fig. 2b). No DsRed+ photoreceptors were observed in scramble-treated retinas, independently of the donor DNA used. This result shows that HITI is also feasible in a clinically-relevant model of the human eye. We also showed that SpCas9 activity is tissue-specific and efficient (Supplementary Fig.  4a, b and Supplementary Results and Discussion) and detected HITI in about 5% of p*RHO* alleles (Supplementary Fig.  4d and Supplementary Results and Discussion) in line with the histological quantification of DsRed+ photoreceptors.

### AAV-HITI improves the retinal phenotype of a mouse model of autosomal dominant retinitis pigmentosa

To assess whether AAV-mediated HITI can provide therapeutic benefits in a mouse model of RP4^28^, we generated two AAV plasmids, both carrying a donor DNA with IRES and h*RHO-*2A-DsRed CDS with either the gRNA or the scramble expression cassette (Supplementary Fig.  2d). Real-Time PCR analysis showed h*RHO* expression in gRNA-transfected SpCas9-EGFP+/DsRed+ HEK293 cells but not in gRNA- and scramble-transfected SpCas9-EGFP+/DsRed− cells (Supplementary Fig.  5a). Therefore, 7-days old *Rho*^*P23H*−/+^ mice received subretinal injections of both the IRBP-SpCas9 vector (Supplementary Fig.  1a) and the h*RHO-*2A-DsRed donor DNA vectors (Supplementary Fig.  1d). Electroretinography performed at approximately post-natal day (p) 120 showed significant improvement of both A- and B-wave amplitudes in the gRNA- compared with the scramble-injected eyes (Fig. 2c, age-matched wild-type C57BL/6J A- and B-wave response at 20 lux = 245.6 ± 10.8 and 517 ± 23.6 μV, respectively). This was mirrored by a significant amelioration of both visual acuity (Fig. 2d, age-matched wild-type C57BL/6J response = 0.4 ± 0.006 cycles/degree) and outer nuclear layer (ONL) thickness (Fig. 2e; age-matched wild-type C57BL/6J ONL thickness = 36.4 ± 0.83 μm), which was evident in the ventral and central sides of the eye which are close to the injection site (Supplementary Fig.  5b).

### AAV-HITI in newborn mouse liver

To overcome one of the major limitations of AAV-mediated liver gene therapy, i.e., loss of episomal AAV in proliferating tissues, we exploited HITI as a strategy to obtain stable transgene expression in hepatocytes after neonatal AAV delivery. To do this, we designed a gRNA (Supplementary Table  1) that efficiently targets exon 2 of the mouse *albumin* (m*Alb*) gene, which is the nearest targetable sequence to the endogenous promoter (Supplementary Fig.  4a). We then generated a two AAV vector system with one AAV encoding SpCas9 under the control of a liver-specific promoter^29^ [hybrid liver promoter (HLP)-SpCas9, Supplementary Fig.  6a] and the other AAV carrying the donor DNA (Supplementary Figs.  6b and 7) containing the reporter DsRed to monitor integration efficiency, as we have done for the retina. Since our donor DNA does not include a promoter, we expected DsRed to only be expressed after integration in the m*Alb* locus.

We compared HITI to conventional gene replacement therapy using an AAV vector which expresses DsRed from the liver-specific thyroxine-binding globulin (TBG) promoter (TBG-DsRed, Supplementary Fig.  6b). Fluorescence microscopy analysis of liver cryosections showed around 2% of DsRed+ hepatocytes in livers treated with gRNA (Fig. 3a), while no DsRed+ hepatocytes were observed in scramble-treated livers. Importantly, the percentage of DsRed+ hepatocytes remained stable from p15 to p90 in the gRNA group, while in livers treated with TBG-DsRed, DsRed+ hepatocytes significantly decreased from 18.2% at p15 to 2.5% at p90 (86% reduction, Fig. 3a). This reduction is consistent with AAV genome dilution during hepatocyte proliferation^7–11^.

**Fig. 3:**
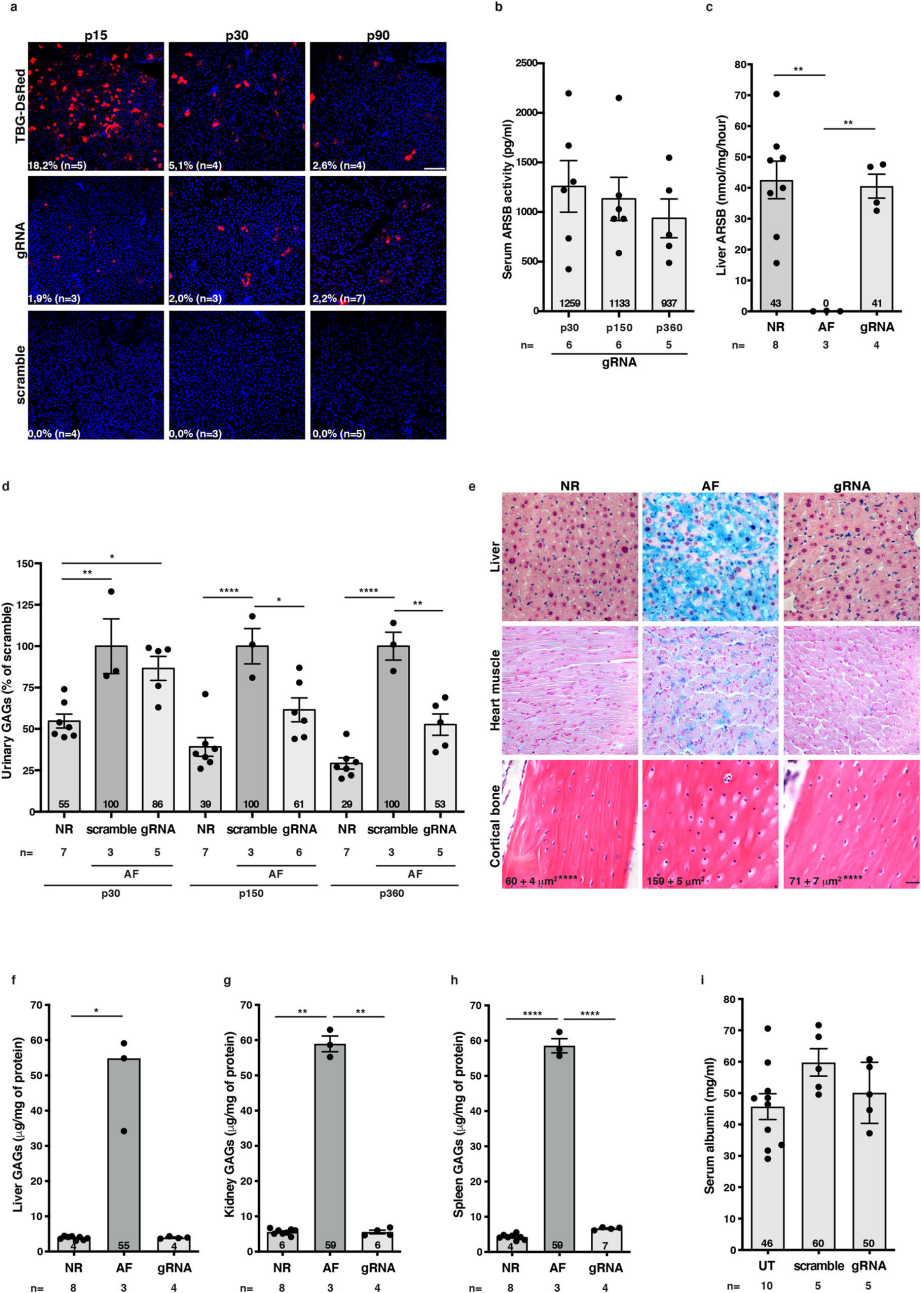
Stable hepatocyte transduction following neonatal administration of AAV-HITI improves the phenotype of a mouse model of MPS VI. **a** Fluorescence microscopy representative images of TBG-DsRed-, gRNA- and scramble-treated livers of mice sacrificed at post-natal day (p) 15, p30 and p90. C57BL/6J mice were injected at p1-2 with 4 × 10^13^ genome copies/kg of each vector. Sections were stained with DAPI; the white scale bar in the upper right image equals 100 µm. The percentage of DsRed+ hepatocytes is reported inside each image. **b** Serum arylsulfatase B (ARSB) activity measured in gRNA-treated MPS VI mice is reported. **c** ARSB activity was measured in liver of gRNA-treated and control affected (AF) MPS VI mice as well as of normal (NR) controls. **d** Urinary glycosaminoglycans (GAGs) were measured in gRNA-, scramble-treated MPS VI AF mice and in NR controls. Values are reported as percentage of age-matched scramble controls. **e** Histological representative images of storage in liver, heart muscle and cortical bone of gRNA (*n* = 4)- and control MPS VI AF (*n* = 2, except for cortical bone *n* = 4) mice and of NR (*n* = 3, except for cortical bone *n* = 5) controls; the black scale bar in the lower right image equals 25 µm. GAG levels were measured in liver (**f**), kidney (**g**) and spleen (**h**) of gRNA-treated and control MPS VI AF mice as well as in NR controls. **i** Serum albumin levels were measured at p360 in gRNA-, scramble-treated (NR, *n* = 2; AF, *n* = 3) and untreated (UT) mice (NR, *n* = 7; AF, *n* = 3). MPS VI mice were injected at p1-2 with 6 × 10^13^ genome copies/kg of each vector. Results are represented as median for each group of treatment (numbers in **a** and column, **f**) or as a single measurement for each mouse (dot) and as either mean ± SEM for each group of treatment (numbers in **e** and column, **b**–**d**, **g**–**i**). *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001 (**a**, **f**, Kruskal–Wallis followed by the Conover’s all-pairs rank comparison test; **b**–**e**, **h**, **i**, one-way ANOVAs followed by the Tukey post hoc test; **g** Welch ANOVA followed by the Games Howell test). Further details on statistical analysis, including exact *p* value, can be found in “Methods” section. Source data are provided as a Source Data file. TBG thyroxine-binding globulin, *n* number of biologically independent samples.

The characterization of SpCas9 activity as well as of HITI at both the on- and off-target sites (Supplementary Table  4) is reported in Supplementary Results and Discussion, Supplementary Fig.  8 and Supplementary Table  5.

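DNA from 1 gRNA-treated liver, collected 30 days after injection of 4e13 genome copies per kg, was used by the authors to amplify both junctions between m*Alb* and the integrated kozak-DsRed donor DNA, and the PCR products were sequenced as 2 libraries. For every position of the expected edited sequence, the authors deposited counts of the reads with each base, with a gap, and with an insertion or a deletion. They also deposited, for each library, the number of reads with an INDEL of each length at each position. No normalization was applied to these counts. The sample labels name the tissue but not the junction, so each junction was named from the sequence itself. In library 1, 68 nt of the m*Alb* locus up to the cleavage site were followed by 67 nt of donor DNA that opened with 17 nt of the gRNA target site in inverted orientation, which is the arrangement of the 5′ junction. In library 2, 68 nt of donor DNA closed with the other 6 nt of target site and PAM in inverted orientation and were followed by 67 nt of the m*Alb* locus, which is the arrangement of the 3′ junction. INDEL shares were computed with the paper's minimum frequency for the liver, as percentages of the reads that cover the last nucleotide before the cleavage site. An INDEL share adds the reads of all INDELs past the minimum, so a read with more than 1 INDEL is counted at each of them. In the list of deletions of library 1 every value was even and the list held 2 counts for each read counted as deleted at the same positions, so its values were divided by 2. This choice was made after the values were seen. Positions of INDELs are those of the authors' alignment, and where bases repeat, the same INDEL can be placed at more than 1 position. Intervals are 95% Wilson intervals. The reads come from PCR without molecular identifiers and are not independent molecules, so intervals and detection floors cover counting error only. A single liver was sequenced and there were no replicates, so no test between libraries was made.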

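m*Alb* (ENSMUSG00000029368.12) lies on the plus strand of chromosome 5 of GRCm39, from 90608647 to 90624696. The gRNA target site ACAAGAGTGAGATCGCCCAT, followed by the PAM CGG, spans positions 90609580 to 90609599. Cleavage falls between 90609596 and 90609597, 17 nt into exon 2 and after 96 of the 1824 coding nt. The surrounding reference sequence is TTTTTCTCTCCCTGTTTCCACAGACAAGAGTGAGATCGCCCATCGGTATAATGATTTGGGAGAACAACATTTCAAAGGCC.
At the 5′ junction, 18862 of 119189 reads carried an INDEL past the minimum, a share of 15.8% (95% interval 15.6 to 16.0). Insertions made up 3.79% of the reads (3.68 to 3.90). Deletions made up 12.0% (11.9 to 12.2) with the list divided by 2, against 36.0% with the list as deposited, which raised the INDEL share to 39.8%. The most frequent insertion, of 1 bp at the cleavage site, was found in 2.29% of the reads. It was followed by 1 bp placed 2 nt before the cleavage site, in 0.854%, and by 2 bp at the cleavage site, in 0.648%. The lists give no inserted bases. An extra copy of the repeated nucleotide before the cleavage site could be placed at either position, so they need not be separate sites. The most frequent deletion removed 1 of the 2 identical nucleotides before the cleavage site, in 1.66% of the reads. Deletions of 1 bp placed after the cleavage site and of 3 bp placed before it were found in 1.19% and 1.13%.
At the 3′ junction, 128461 of 426390 reads carried an INDEL past the minimum, a share of 30.1% (30.0 to 30.3). Insertions were found in 17.2% of the reads (17.1 to 17.4) and deletions in 12.9% (12.8 to 13.0). Insertions of 1 bp at the cleavage site and 1 nt before it were found in 8.57% and 7.14% of the reads, and an insertion of 2 bp at the cleavage site in 1.55%. An extra copy of the last nucleotide before the cleavage site could be placed at either position, so these need not be separate sites. The most frequent deletion removed 13 bp, placed upstream of the cleavage site, in 2.98% of the reads. Moved 4 nt to the right, it leaves the same sequence and spans the cleavage site. Deletions of 1 bp and of 4 bp at the cleavage site were found in 1.43% and 1.11%.
Only 3 insertions passed the minimum at each junction, all of 1 or 2 bp, so all of their reads had a length that was not a multiple of 3. With no minimum frequency, this held for 90.9% and 95.7% of the reads with an insertion at the 5′ and 3′ junctions. Of the reads with a deletion past the minimum, 72.1% at the 5′ junction and 87.9% at the 3′ junction had a length that was not a multiple of 3. With no minimum frequency, the INDEL share in the window was 31.2% at the 5′ junction and 49.8% at the 3′ junction. At the 3′ junction, the alternative that moved the INDEL share the most was to add up the insertions and deletions counted at all sequenced positions without a minimum frequency. It was added after seeing the data and gave 61.1%.

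**Figure D1:**
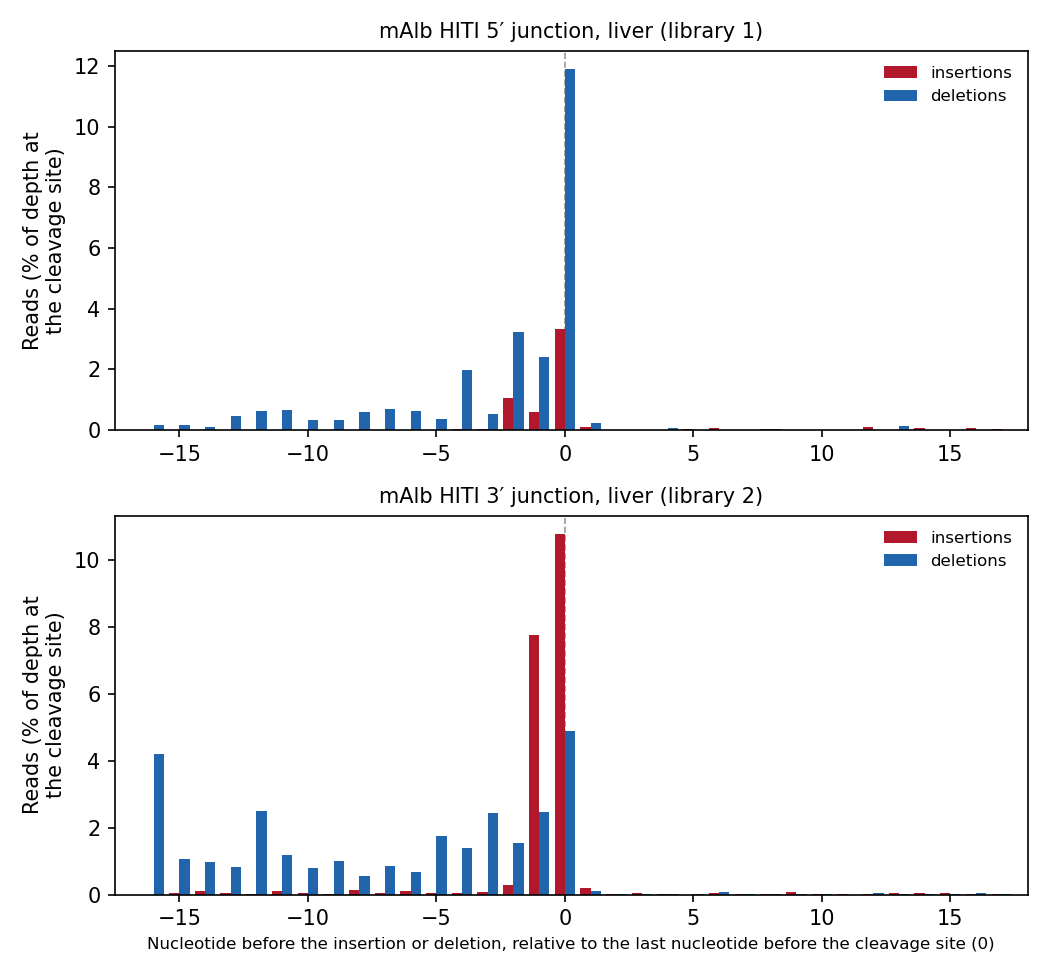
Reads with an insertion (red) or a deletion (blue) at each nucleotide of the window around the cleavage site (dashed line), in percent of the depth at the cleavage site, for the 5′ junction (upper panel, list of deletions divided by 2) and the 3′ junction (lower panel) of 1 gRNA-treated liver. Each INDEL stands at the nucleotide before it and no minimum frequency is applied. Most deletions start at or before the cleavage site in both panels.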

### Systemic administration of AAV-HITI in newborn mice results in stable therapeutic levels of transgene expression from liver

Next, we tested if HITI at the m*Alb* locus in newborn mice results in stable and therapeutically relevant levels of transgene expression. As a therapeutic transgene we used *ARSB*, the lysosomal hydrolase defective in MPS VI, a rare lysosomal storage disease. MPS VI patients under 4 years of age are excluded from an ongoing phase I/II AAV gene therapy clinical trial we are conducting (ClinicalTrials.gov number NCT03173521), due to the potential loss of transgene expression during hepatocyte division. Since ARSB is secreted in the bloodstream and can be non-invasively measured, it can be used as readout of liver transduction^30^. ARSB deficiency results in abnormal glycosaminoglycan (GAG) storage and urinary secretion, which is a useful biomarker of MPS VI^31^. We generated AAV vectors carrying the donor DNA cassette including the CDS for human ARSB (h*ARSB*), as well as a gRNA expression cassette for either gRNA or scramble as control (Supplementary Fig.  6c). Each of these vectors were systemically co-delivered in combination with the HLP-SpCas9 vector (Supplementary Fig.  6a) in neonatal MPS VI mice (p1-2). Serum ARSB activity was measured in gRNA-treated MPS VI mice at levels that were around 9% of normal (Fig. 3b, normal serum ARSB values are 11,825 ± 334 pg/ml^32^) and remained stable over time (ANOVA *p* = 0.632) up to 1 year after treatment. Serum ARSB activity in scramble-treated MPS VI mice was undetectable (*p* < 0.05 for gRNA vs. scramble at each timepoint). Normalized ARSB activity was observed at sacrifice in gRNA-treated livers, confirming stability of transgene expression (Fig. 3c).

Importantly, while no significant differences in urinary GAGs were observed between scramble and gRNA-treated groups at p30, AAV-HITI-mediated ARSB expression was able to significantly lower urinary GAGs at p150 and p360 to levels that were not statistically different from those of normal, unaffected mice (Fig. 3d).

GAG storage normalization was observed in liver and myocardium (Fig. 3e). Bone histological analysis showed reduction of vacuolization exclusively in cortical osteocytes of gRNA-treated mice (Fig. 3e). Consistently, biochemical assessment of GAG levels in liver, kidney and spleen showed their normalization in gRNA-treated mice (Fig. 3f-h).

A potential drawback of our current HITI design that targets m*Alb* exon 2 is that it can interfere with albumin secretion. We measured serum albumin levels in gRNA-treated mice at p360 and observed no significant (ANOVA *p* = 0.12) reduction in serum albumin levels compared with scramble-treated mice and untreated controls (Fig. 3i), which is consistent with the low percentage of DsRed+ hepatocytes (Fig. 3a) and the low percentage of INDELs detected (Supplementary Results and Discussion).

## Discussion

Our current work aims to overcome some of the major challenges related to AAV vector-based in vivo gene therapy. In the retina, therapies to treat dominant disease sub-types demand mutant allele knockout, while allele-specific approaches only have limited clinical applicability due to mutation heterogeneity. In the liver, AAV genome dilution during hepatocyte proliferation causes loss of transgene expression, which precludes neonatal treatment that is required for many inborn errors of metabolism. Here we have used a strategy based on HITI and a donor DNA design to achieve targeted integration and disease phenotype correction in both retina and liver.

We have included in the donor DNA two START sites with different characteristics. On one hand, we used the kozak sequence, which is the common signal for ribosomal translation initiation. However, the presence of the kozak sequence from the endogenous gene could compete with the one from the donor DNA. On the other hand, we used a small synthetic sequence, i.e., IRES, which has been shown to efficiently recruit the ribosome^27^. However, since it would be integrated close to the endogenous gene translation start site, we did not know whether it would work efficiently. Our experiments demonstrate that both START signals mediate *Discosoma red fluorescent protein* (DsRed) translation however with some differences. The kozak constructs performed better in vitro than in vivo, this could be due to a number of factors including: (1) the shorter distance between the kozak and the promoter in vitro; (2) the efficiency of ribosome recruitment to the IRES sequence; (3) or photoreceptor-specific differences in protein translation. Additionally, the differences in efficiency of kozak-DsRed and IRES-DsRed donors in pigs compared to mice could depend on the different site of insertion.

In the retina, we showed that HITI is effective in differentiated photoreceptors, the most desirable target for gene therapy of inherited retinal diseases, as the majority of genes mutated in these forms of blindness are indeed expressed in photoreceptors^33^. A previous study had suggested the therapeutic potential of HITI in the retina based on integration occurring in the retinal pigment epithelium^25^. The retinal pigment epithelium, however, is a much less relevant gene therapy target than photoreceptors since the majority of genes mutated in inherited retinal diseases are expressed in photoreceptors^34^, which are also more difficult to transduce with viral vectors than the retinal pigment epithelium. Therefore, our study represents a major advancement over previous observations, as it opens the possibility of targeting a large group of diseases which would benefit from HITI in photoreceptors. Also, this approach is especially relevant in photoreceptors because they are post-mitotic cells, in which integration via HDR is not an option due to the low activity of this DNA repair pathway^26,35^.

Here, we quantified the efficiency of HITI in photoreceptors with two different donor DNA configurations previously tested in vitro. Unlike what we observed in vitro, IRES worked similarly or better than kozak as a translation start site in both mouse and pig retinas, reaching about 5% efficiency in the area of injection.

HITI efficiency in the retina was mostly limited to the area immediately adjacent to the injection site. We hypothesized that this could be due to the low efficiency of photoreceptor co-transduction (about 24%) by two different AAV vectors reported in the mouse retina^36^. As a higher rate of photoreceptor co-transduction (about 73%) has been reported in the pig than in the mouse retina^37^, we expected to observe higher HITI efficiency. However, while we show that HITI occurs in pig photoreceptors, which are in a retinal structure closer to the human, its levels were similar to those observed in the mouse retina. Since increasing photoreceptor co-transduction by AAV does not seem to increase HITI, additional post-transduction processes, e.g., the NHEJ repair machinery^26^, could be limiting. Indeed, our data suggests that in mouse photoreceptors, double-strand breaks were often corrected through donor DNA integration, while in pig a large proportion were repaired as insertion or deletions (Supplementary Results and Discussion). Importantly, the restriction of HITI to the area immediate to the injection site may not be an issue as preserving the structure and function of a small retinal area is sufficient to preserve vision in several retinal diseases.

Indeed, the levels of HITI obtained following subretinal administration of AAV in a mouse model of autosomal dominant RP drove a significant improvement of retinal function and morphology which however did not reach those of wild-type mice. While this supports the translational potential of this approach for RP4 as well as for other inherited retinal diseases, it also highlights that the efficiency of the method should be further improved.

Further advances in HITI efficiency in the retina may improve observed therapeutic outcomes for RP4 and may also be relevant for gene therapy of other inherited retinal diseases. In this direction, increasing the amount of donor DNA delivered may increase successful integration events. Similarly, using AAV serotypes engineered to have high transduction ability, like those depleted of tyrosine residues in their capsid^38^, or other DNA or ribonucleoprotein delivery vectors^33,39–41^, could help deliver *Streptococcus pyogenes* (SpCas9) and the donor DNA more efficiently to photoreceptors, and thus increase HITI efficiency in the retina. Alternatively, using other methods for targeted integration, like exploiting the homology-mediated end joining approach proposed by Yao et al.^42^, which combines NHEJ and HDR, could increase the efficiency of targeted integration while maintaining the main features of the donor DNA that we have developed. Indeed, Nishiguchi et al. recently showed that microhomology-mediated end joining is a viable method for targeted integration in photoreceptors^43^. While their method achieved integration in 10% of photoreceptors, it is important to point out that they used a single AAV encoding for a *Staphylococcus aureus* Cas9, the gRNA expression cassette and a small donor DNA (240 bp). This single AAV approach does not depend on co-transduction of photoreceptors by two different AAVs and thus the higher efficiency is to be expected. Our approach, although less efficient in principle, allows integration of a larger donor DNA and, in the best cases, achieved similar levels of overall efficiency to those reported by Nishiguchi et al.^43^. Additionally, new gene editing methodologies like base editing^44–47^ and prime editing^48^ can be used; both use editing complexes that, like HITI, have to be divided in two AAVs. Additionally, base editing maintains the same limitation as allele-specific gene editing, which is the ability to only target a particular mutation. In the case of prime editing, although integration of external DNA without DNA double-strand breaks is possible, there is a limitation on the size of the inserted fragment, which so far cannot exceed 100 bp^48^. Our approach, in comparison, achieves efficient insertion of a donor DNA up to 2.7 kb long and is therefore able to target all *Rhodopsin* mutations with one single design.

We also demonstrated that neonatal delivery of AAV-HITI achieves stable therapeutic transgene expression in mouse liver with about 2% of DsRed+ hepatocytes. Interestingly, SpCas9 cleavage efficiency in the *albumin* locus was around 10% (Supplementary Results and Discussion). These numbers are very consistent with those reported by Suzuki et al., who used similar vector doses to perform HITI in the liver of neonatal Ai14 mice^25^. This suggests that HITI efficiency may be limited by both liver transduction and NHEJ efficiency. On the other hand, since the ratio between HITI and DNA cleavage efficiency is similar to that reported by others when using HDR^49,50^, DNA cleavage also appears an important determinant of integration efficiency in the liver.

We next tested the therapeutic potential of HITI in the liver of a mouse model of MPS VI, a severe lysosomal storage disease, and show that newborn MPS VI mice treated with AAV-HITI have stable serum ARSB levels up to 12 months after treatment, as well as normalized liver ARSB activity. This results in a significant reduction of GAGs in urine and tissues, and of vacuolization in cortical bone osteocytes. This improvement is similar to that reported after treating adult MPS VI mice with either 2 × 10^12^ genome copies/Kg of the canonical AAV-ARSB vector (which is also a dose used in our NCT03173521 clinical trial) or enzyme replacement therapy^30^ which is the current standard-of-care for MPS VI.

In addition to overcoming AAV genome dilution due to hepatocyte proliferation, HITI offers other advantages over conventional liver gene therapy with AAV. Several studies indeed showed an increased incidence of hepatocellular carcinomas (HCCs) following liver gene transfer in newborn mice^51–53^. In particular, the work of Chandler et al. clearly showed that the combination of neonatal intravenous delivery of high doses of AAV with strong promoters, like the hepatocyte-specific TBG (used in several clinical trials including NCT03173521) or the constitutive chicken beta actin promoter, cause insertional mutagenesis and HCC in mice^51^. In contrast, the approach we developed uses the weaker HLP for SpCas9 expression (Chandler et al.^51^ showed weaker promoters to be non-carcinogenic) and, importantly, no promoter in the donor DNA. Therefore, the risk of HCC development due to HITI-induced insertional mutagenesis should be lower than when using high doses of an AAV vector with a strong promoter. The potential carcinogenesis derived from off-target HITI and AAV integration is discussed in detail in the Supplementary Results and Discussion section. Moreover, AAV genome dilution during hepatocyte division should reduce the copies of the HLP-SpCas9 vector, thus reducing the risk of both insertional mutagenesis and SpCas9 off-target activity. As an alternative, SpCas9 delivery as a ribonucleoprotein using lipid nanoparticles has been shown to achieve very high editing levels in adult rat liver^54^ while restricting the time of SpCas9 expression in hepatocytes. That would potentially eliminate the risk of undesired insertion of promoter elements and eventually, further reduce SpCas9 off-target activity. Nanoparticles are also expected to achieve higher transduction in the human liver in comparison to AAVs, and thus should be more relevant for a potential clinical application of this approach.

One of the disadvantages of our HITI approach in the liver might be mild reductions in the levels of circulating albumin due to targeting of its gene CDS. Although circulating albumin was not different in gRNA-treated mice, future targeting of *albumin* 3′ untranslated region in combination with sequences that allow co-expression of the therapeutic transgene with *albumin*^22,23^ will eliminate risk of HITI-induced *albumin* knockout. Importantly, HITI in *albumin* could be easily adapted to treat other diseases that require high levels of transgene expression from hepatocytes by simply changing the transgene CDS in the donor DNA without needing to change the gRNA or the donor DNA conformation.

Overall, we have developed a novel approach that exploits HITI and shown its feasibility in both post-mitotic retinal photoreceptors and in dividing hepatocytes in vivo, demonstrating the broad applicability of this technology for genome editing. Even though additional formal safety studies will be required before this approach can be considered for applications in humans, we have provided proof-of-concept evidence of the therapeutic potential of HITI in animal models of dominant conditions or for stable expression of secreted proteins from newborn liver, potentially broadening the patient population that could benefit from in vivo gene therapy.

## Methods

### Study design

This study was designed to define the efficiency of AAV vector-mediated HITI at correcting genetic diseases in the retina and the liver. Editing efficiency in retina and liver was defined in cryosection fluorescent images by using the ImageJ software to count and calculate the percentage of either photoreceptor or hepatocyte positive to *Discosoma red fluorescent protein* (*DsRed*). DNA obtained from both treated retina and liver were used for detection of insertions and deletions (INDELs) by Tracking of INDELs by Decomposition (TIDE), for next-generation sequencing analysis of on/off-targets of gRNAs, HITI efficiency and precision at the on-target site and, for the liver, off-target HITI, and donor DNA integration by using ad-hoc algorithms. In all in vivo studies, right and left eyes were randomly assigned to each treatment group. In addition, in the studies on the disease models, female and male mice were considered equivalent and randomly assigned to treatment groups. Littermate controls were used when available. Therapeutic efficacy of HITI in the retina was assessed by evaluating the impact of subretinal delivery of AAV-HITI on the retinal phenotype of an animal model of autosomal dominant RP. Therapeutic efficacy of HITI in the liver was assessed by evaluating the impact of neonatal intravenous delivery of AAV-HITI on the phenotype of an animal model of mucopolysaccharidosis type VI (MPS VI). In both cases, observers were blind to both genotype and treatment of the animals. Sample sizes were determined based on previous experience and technical feasibility.

### Generation of the AAV vector plasmids

The plasmids used for AAV vectors production derived from a pAAV2.1 plasmid that contains the inverted terminal repeats of AAV serotype 2^55^.

The mouse *rhodopsin* (m*Rho)*); pig *Rhodopsin* (p*RHO*) and mouse *albumin* (m*Alb*) gRNAs (Supplementary Table  1) were designed using the Benchling gRNA design tool (www.benchling.com), selecting the gRNAs with the best predicted on-target and off-target scores, targeting the first or second exon of *rhodopsin* and *albumin* genes, respectively. The scramble gRNA was designed to not align with any sequences in the mouse or pig genome. gRNAs were then generated as forward (Fwd) or reverse (Rev) oligonucleotides (Supplementary Table  1), annealed and cloned in the PX458 [pSpCas9 (BB)-2A-GFP] (Addgene #48138) plasmid encoding *Streptococcus pyogenes* Cas9 (SpCas9), as described by the Zhang lab^56^. These plasmids were used for in vitro experiments reported in Supplementary Fig. 1A. Then, the gRNA expression cassettes (including the U6 promoter) were PCR-amplified and subcloned in PCR-Blunt II-TOPO (Invitrogen, Carlsbad, California, United States) before cloning in the pAAV2.1 backbone using In-Fusion (Takara, Kusatsu, Japan).

All donor DNA fragments were generated by PCR amplification adding six STOP codons in all three open reading frames and either the kozak or the IRES^27^ sequences, as well as the appropriate 5′ and 3′ gRNA target sites flanking the donor DNA, as PCR primer overhangs. PCR fragments were subcloned in PCR-Blunt II-TOPO (Invitrogen) before cloning in a pAAV2.1 backbone using In-Fusion (Takara).

The *Discosoma red fluorescent protein* (DsRed) donor DNAs were generated by PCR amplification of the DsRed CDS and the bovine growth hormone polyadenylation (pA) sequence from a DsRed plasmid published in^57^. PCR fragments were subcloned in PCR-Blunt II-TOPO (Invitrogen) before cloning in a pAAV2.1 backbone using In-Fusion (Takara).

The pAAV2.1 plasmid, bearing m*Rho* P23H, under the control of the cytomegalovirus (CMV) promoter, and the pA sequence (CMV-m*Rho* P23H) and used in Supplementary Fig.  1c, was described in a previous publication^58^. The plasmid p946 (IRBP-SpCas9, Supplementary Fig.  2a) bearing SpCas9 under control of the IRBP and a synthetic poly A (spA) was generated by cloning the IRBP promoter in the commercial PX551 plasmid (pAAV-pMecp2-SpCas9-spA, Addgene #60957) using HindIII and AgeI restriction sites by conventional ligation.

To generate the donor plasmids for in vitro experiments (Supplementary Fig.  1c), the DsRed donor DNAs for m*Rho* were cloned into the pAAV2.1 plasmid encoding the reporter *enhanced green fluorescent protein* (EGFP) under the control of the CMV promoter^55^ by In-Fusion (Takara) using EcoRI restriction sites.

To generate the donor plasmids for in vivo experiments in the mouse retina (Fig. 2a and Supplementary Figs.  3 and 5), four constructs were produced (Supplementary Fig.  2b). The m*Rho* and scramble gRNA cassettes were cloned in the pAAV2.1-VMD2-EGFP^59^ backbone by In-Fusion (Takara) using an AflII restriction site. DsRed donor DNAs for m*Rho* were cloned by In-Fusion (Takara) using AflII sites. Schematic representations of these plasmids (p1135: kozak-DsRed + gRNA, p1116: kozak-DsRed + scramble, p1453: IRES-DsRed + gRNA and p1454: IRES-DsRed + scramble) are depicted in Supplementary Fig. 2b.

Similarly, four constructs were generated (Supplementary Fig. 2c) for in vivo experiments in the pig retina (Fig. 2b and Supplementary Fig.  4). For plasmids p1126 (kozak-DsRed + gRNA) and p1118 (kozak-DsRed + scramble), donor DNAs were cloned in a reverse complementary orientation due to cloning restrictions. For the same reason, in plasmid p1227 (IRES-DsRed + gRNA), the p*RHO*-gRNA expression cassette was cloned in a reverse complementary orientation. As a negative control for IRES-DsRed + gRNA, we used the plasmid p1048 (IRES-DsRed + scramble) generated for the mouse retina, which includes the same IRES-DsRed donor DNA and gRNA target sites which are not expected to be targeted by the scramble gRNA. Schematic representations of these plasmids are depicted in Supplementary Fig. 2c.

To generate the therapeutic donor plasmids for in vivo experiments in *Rho*^*P23H*−/+^ mice (Fig. 2c–e and Supplementary Fig.  5), the CDS for both h*RHO* and DsRed, including the ribosomal skipping sequence from Thosea asigna virus (2A) and IRES, as START site (Supplementary Fig.  2d), was generated by PCR amplification of a plasmid containing the h*RHO-*2A*-*DsRed CDS. PCR fragments were subcloned in PCR-Blunt II-TOPO (Invitrogen) before cloning in the EcoRI restriction sites of a pAAV2.1 plasmid by In-Fusion (Takara). After this, the m*Rho* gRNA cassette was cloned by In-Fusion (Takara) using an EcoRV restriction site to generate plasmid p1445 (IRES-h*RHO* + gRNA). To generate the control plasmid p1447 (IRES-h*RHO* + scramble), the m*Rho* gRNA expression cassette was substituted by a scramble gRNA expression cassette obtained from p1161 by SpeI + EcoRV restriction and ligation. Schematic representations of these plasmids are depicted in Supplementary Fig. 2d.

The pAAV2.1 plasmid bearing SpCas9 under the control of a synthesized HLP^29^ and the pA sequence (p1139: HLP-SpCas9, Supplementary Fig.  6a) was generated by substituting the IRBP promoter with HLP, by In-Fusion cloning (Takara) using AflII and AgeI restriction sites.

To generate the donor plasmids for in vivo experiments in mouse liver (Fig. 3a, Supplementary Figs.  7 and 8 and Supplementary Table  5), kozak-DsRed donor DNA was cloned in PCR-Blunt II TOPO (Invitrogen) and then by In-Fusion (Takara) in a pAAV2.1 plasmid using EcoRI restriction sites. STOP codons and kozak, as well as the 5′ and 3′ m*Alb* gRNA target sites were added as PCR primer overhangs. Then, m*Alb* and scramble gRNA expression cassettes, previously subcloned in PCR-Blunt II-TOPO (Invitrogen), were cloned by In-Fusion (Takara) using an EcoRV restriction site to obtain plasmid p1160 (kozak-DsRed + gRNA) and p1161 (kozak-DsRed + scramble). In addition, DsRed CDS was cloned into a pAAV2.1 under the control of the TBG promoter using NotI and BglII restriction sites by conventional ligation to obtain plasmid p1444 (TBG-DsRed). Schematic representations of these plasmids are depicted in Supplementary Fig. 6b.

Plasmid p1160 was used for In-Fusion (Takara) mutagenesis in order to replace the kozak with the IRES sequence and thus to obtain plasmid p1224 (IRES-DsRed + gRNA). The scramble gRNA expression cassette was obtained from p1161 and cloned into p1224 using SpeI + EcoRV restriction digestion and conventional ligation, to generate plasmid p1448 (IRES-DsRed + scramble). Schematic representations of these plasmids are depicted in Supplementary Fig. 6b.

To generate the therapeutic donor plasmids for in vivo experiments in MPS VI mice (Fig. 3b–i), the human *Arylsulfatase B* (h*ARSB*) CDS was generated by PCR amplification of the pAAV2.1_TBG_h*ARSB* plasmid published in^60^, which contains both the h*ARSB* CDS and the pA, by adding the m*Alb* gRNA target sites, STOP codons and kozak as PCR primers overhangs. The PCR fragment was subcloned in reverse complementary orientation in PCR-Blunt II-TOPO (Invitrogen) before cloning in a pAAV2.1 backbone by In-Fusion (Takara) using EcoRI restriction sites. After this, the m*Alb* and scramble gRNA cassettes from PCR-Blunt II TOPO (Invitrogen) were cloned by In-Fusion (Takara) using an AflII restriction site to obtain plasmids p1239 (kozak-h*ARSB* + gRNA) and p1240 (kozak-h*ARSB* + scramble), respectively. To avoid deletions in the donor DNA, a stuffer DNA was added to plasmid p1239 between the h*ARSB* CDS and the pA by In-Fusion (Takara) using AflII and HindIII restriction sites to generate plasmid p1336 (kozak-h*ARSB* + Stuffer + gRNA). Schematic representations of these plasmids are depicted in Supplementary Fig. 6c.

### AAV vector production and characterization

AAV vectors serotype 8 (AAV8) were produced by the TIGEM AAV Vector Core and InnovaVector srl by triple transfection of HEK293 cells followed by two rounds of CsCl_2_ purification^61^. For each viral preparation, physical titers (genome copies/ml) were determined by averaging the titer achieved by dot-blot analysis and by PCR quantification using TaqMan (Applied Biosystems, Carlsbad, California, USA)^61^.

### Culture and transfection of cell lines

Hepa1–6 (ATCC, CRL-1830), Pk15 (ATCC, CCL33) and HEK293 (ATCC, CRL-1573) cells, were maintained in DMEM containing 10% fetal bovine serum (FBS) and 2 mM L-glutamine (Gibco, Thermo Fisher Scientific, Waltham, MA, USA). Pk15 cells medium was supplemented with one volume of M199 medium (Gibco).

To evaluate gRNA cutting efficiency (Supplementary Table  1), either mouse (Hepa1–6) or pig (Pk15) cell lines were transfected with a plasmid encoding SpCas9-EGFP and either the m*Rho*-, m*Alb*-, p*RHO*-gRNA or the scramble-gRNA using the Effectene transfection reagent (QIAGEN, Milan, Italy) following the manufacturer’s instructions.

For in vitro assessment of HITI in m*Rho*, HEK293 cells were transfected using the calcium phosphate method with: (1) CMV-m*Rho* P23H plasmid; (2) SpCas9-EGFP plasmid as reporter, under the control of the chicken beta actin hybrid (CBH) promoter (CBH-SpCas9-EGFP), and either the m*Rho-* or the scramble-gRNA expression cassettes and (3) either kozak-DsRed or IRES-DsRed donor plasmids.

To evaluate expression of h*RHO* following HITI with therapeutic constructs, HEK293 cells were transfected with the CMV-m*Rho* P23H template plasmid, the CBH-SpCas9-EGFP plasmid and a plasmid containing the h*RHO*-2A-DsRed donor with either the m*Rho-* or the scramble-gRNAs.

### Animal models

Mice were housed at the TIGEM animal house (Pozzuoli, Italy) and maintained under a 12 h light/dark cycle at 23 ± 1 °C and humidity of 50 ± 5% with food and water available ad libitum. Animals were raised in accordance with the Institutional Animal Care and Use Committee guidelines for the care and use of animals in research.

C57BL/6J mice were purchased from Envigo Italy SRL (Udine, Italy). The *Rho*-P23H knock-in^28^ mice (referred as *Rho*^*P23H*−/+^) were imported from The Jackson Laboratory (Stock No: 017628). Mice were maintained by crossing homozygous females and males. Experimental heterozygous animals were generated by crossing homozygous *Rho*^*P23H*−/+^ with C57BL/6J mice. Genotype analysis was performed by PCR analysis on genomic DNA, using the following primers: Fwd: 5′-TGGAAGGTCAATGAGGCTCT-3′; Rev: 5′-GACCCCACAGAGACAAGCTC-3.

The electroretinographic amplitudes recorded from retinas of untreated mice (e.g., treated with negative control scramble vector) are similar to the amplitudes observed at p90 by Mao et al.^62^ in the same animal model.

The MPS VI mice, a kind gift of Prof. C. Peters (Institute of Molecular Medicine and Cell Research, University of Freidburg, Germany) carry a targeted disruption of the mouse *Arsb* locus^63,64^ and are made immune-tolerant to h*ARSB* by transgenic insertion of the C91S h*ARSB* mutant^65^, resulting in the production of inactive h*ARSB*. Mice were maintained as heterozygous and crossed to produce homozygous knockout experimental mice. Genotype analysis was performed by PCR analysis on genomic DNA. Three different PCRs were performed using the following primers: (1) Fwd: 5′-TGGGCAGACTAGGTCTGG-3′ and Rev: 5′-TGTCTTCCACATGTTGAAGC-3′ to discriminate affected (knockout) from not affected mice; (2) Fwd: 5′-TCTGGAGGCAACAACTGGC-3′ and Rev: 5′-CGCGTCACCTTAATATGCGA-3′ to discriminate wild-type from heterozygous mice; (3) Fwd: 5′-TTAAGAAGCTGATAAAATCTGCAACAC-3′ and Rev: 5′-AACAATCAAGGGTCCCCAAAC-3′ to check for the presence of the *C91S* h*ARSB* transgene.

The Large White female pigs (imported from Azienda Agricola Pasotti, Imola, Italy) used in this study were registered as purebred in the LWHerd Book of the Italian National Pig Breeders’ Association and were housed at the Centro di Biotecnologie A.O.R.N. Antonio Cardarelli (Naples, Italy) and maintained under a 12 h light/dark cycle.

### Subretinal injection of AAV vectors in mice and pigs

Studies in animals were carried out in accordance with both the Association for Research in Vision and Ophthalmology Statement for the Use of Animals in Ophthalmic and Vision Research and with the Italian Ministry of Health regulation for animal procedures (Ministry of Health authorization number: 588/2019-PR and 147/2015-PR). Surgery was performed under general anesthesia, and all efforts were made to minimize animal suffering. Mice (C57BL/6J or *Rho*^*P23H*−/+^) were anesthetized with an intraperitoneal injection of 10 μl/g of body weight of ketamine (10 mg/Kg) combined with medetomidine (1 mg/Kg), then AAV8 vectors were delivered subretinally via a trans-scleral trans-choroidal approach, as described by Liang et al.^66^. Eyes were injected with 0.7–1 μl of vector solution in the temporal-ventral side of the eye.

For proof-of-concept and rescue experiments in the mouse retina, 2.5 × 10^9^ or 1.7 × 10^9^ genome copies/eye of each vector (IRBP-SpCas9 and the donor DNA with either kozak or IRES and gRNA or scramble) were subretinally injected in 4-week-old C57BL/6J and 7-day old *Rho*^*P23H*−/+^ mice, respectively.

For experiments in the pig retina, 2 × 10^11^ genome copies/eye of each vector (IRBP-SpCas9 or the donor DNA with either kozak or IRES and gRNA or scramble) were injected in 3-month-old Large White pigs.

Delivery of AAV8 vectors to the pig retina was performed in the subretinal space in the nasal area through a transconjunctival scleral incision described in^67^. Pigs were anesthetized with an intramuscular injection of Zoletil (0.5 ml/Kg), ketamine (10 mg/Kg) and propofol (6 mg/Kg). Anesthesia was maintained during the procedure with sevoflurane (2%). Eyes were injected with two blebs of 100 μl of AAV8 vector solution. AAV8 vectors were used because of their high efficiency of photoreceptor transduction^67,68^.

### Neonatal intravenous injection via the temporal vein

Studies in animals were carried out in accordance with the Italian Ministry of Health regulation for animal procedures (Ministry of Health authorization number: 113/2015-PR and 352/2020). The injections were performed under general anesthesia, as described above. Mice (C57BL/6J or MPS VI) were injected at post-natal (p)1-p2 through the temporal vein following the protocol published by Gombash Lampe et al.^69^. For proof-of concept experiments in C57BL/6J mice, 4 × 10^13^ genome copies /Kg of each vector were injected (HLP-SpCas9 and the donor DNA with either kozak or IRES and gRNA or scramble; or TBG-DsRed). For rescue experiments in MPS VI mice, 6 × 10^13^ genome copies/Kg of each vector were injected (HLP-SpCas9 or the donor DNA with either gRNA or scramble). The total volume of injection was 40 μl. AAV8 vectors were used because of their high liver transduction efficiency^70^.

### Cytofluorimetric analysis

Hepa1–6, Pk15 and HEK293 cells transfected as described above, were washed once with PBS, detached with trypsin 0.05% EDTA (Thermo Fisher Scientific), washed twice with PBS, and resuspended in sorting solution containing: PBS, 5% FBS and 2.5 mM EDTA. Flow cytometry analysis was performed by the TIGEM Fluorescence Cytometry Core using the BD FACS ARIA III (BD Biosciences, San Jose, CA, USA) equipped with BD FACS Diva software (BD Biosciences) with appropriate excitation and detection settings for either EGFP (for Hepa1-6, Pk15 and HEK293) or EGFP/DsRed (for HEK293). Thresholds for fluorescence detection were set using untransfected cells, and a minimum of 10,000 cells/sample were analyzed. A minimum of 5000 EGFP+ or EGFP+/DsRed+ cells/sample were sorted and used for either DNA or RNA extraction.

### DNA extraction

DNA extraction from either EGFP+ (for Hepa1-6, Pk15 and HEK293) or EGFP+/DsRed+ (for HEK293) cells, as well as from pig retina, was performed using a commercial lysis buffer (GeneArt™ Genomic Cleavage Detection Kit, Invitrogen). For all experiments performed in mouse retina and liver, DNA extraction was performed using the DNeasy Blood & Tissue kit (QIAGEN).

### RNA extraction and h*RHO* expression

Total RNA was extracted using the RNeasy MiniKit (QIAGEN) from both EGFP+/DsRed− and EGFP+/DsRed+ sorted HEK293 cells. RNA (5–15 ng) was used as a template for One-Step RT-qPCR (NEB, Massachusetts, USA) according to the manufacturer’s instructions using the LightCycler 96 (Roche Molecular Systems, Inc.). Expression levels of h*RHO* were normalized vs. the corresponding housekeeping gene (*ACTB*). The relative quantification analysis was done using the 2^(−ΔΔCt)^ method. The primers used for the real-time qPCR amplification are as follows: Fwd h*RHO*: 5′-ACTTCCGCTTCGGGGAGAACCA-3′; Rev h*RHO*: 5′-ATTCCACACGAGCACTGCAGGC-3.

### Tracking of INDELs by decomposition and T7 Endonuclease I assay

Fifty to 200 ng of DNA extracted from EGFP+ sorted Hepa1-6 or Pk15 cells, retina or liver were used for PCR amplification of the region which encompasses the SpCas9 target site in: (1) *Rho* exon 1 which is included both in the CMV-m*Rho*-P23H plasmid or in the mouse or pig genomic loci, respectively and (2) *Alb* exon 2. The following primers were used: m*Rho*-P23H-plasmid-INDELs Fwd: 5′-CCATGGTGATGCGGTTTTGG-3′; m*Rho*-P23H-plasmid-INDELs Rev: 5′-GGTGAAGACCACACCCATGA-3′; m*Rho*-INDELs Fwd: 5′-CAGTGCCTGGAGTTGCGCTG-3′; m*Rho*-INDELs Rev: 5′-GGGCCCAAAGACGAAGTAGCC-3′; p*RHO-*INDELs Fwd: 5′-AGGCCTCAGCAGCATCCTTG-3′; p*RHO*-INDELs Rev: 5′-GTGGTGGTGAAGCCTCCGAA-3′; m*Alb*-INDELs Fwd: 5′-ATTACGGTCTCATAGGGCCTGC-3′; m*Alb*-INDELs Rev: 5′-GCACACATTTCTACTGGACAGCA-3′. PCR products were amplified and acquired using the T100 Thermal Cycler (Bio-Rad Laboratories, Inc) and GelDoc XR+ (Bio-Rad Laboratories, Inc), respectively.

PCR products were sequenced by Sanger sequencing and then analyzed by TIDE software (https://tide.deskgen.com) to assess INDEL frequency. For analysis, the sequence from each gRNA or scramble-treated cells, mouse and pig retina or mouse liver were matched to those from untransfected cells, un-injected retina (mouse), retinal pigmented epithelium (RPE) or PBS-injected liver, respectively. Mean INDEL frequencies for each sample were then calculated. INDEL frequencies with a *p* value either <0.01 or <0.001 were considered for retina and liver or cells, respectively.

Between 1 and 3 μl of the PCR products amplified from pig retina DNA (volume selected according to PCR efficiency), were used for T7 Endonuclease 1 (T7E1) assay using the GeneArt™ Genomic Cleavage Detection Kit (Invitrogen), following manufacturer’s recommendations. Samples were run on a 2% agarose gel in order to detect DNA cleavage products resulting from INDEL presence.

### gRNA off-target site analysis

The top 10 predicted off-target sites (for either m*Rho* or m*Alb* gRNAs) were identified using the CRISPOR web tool (http://crispor.org), based on GRCm39/mm39 mouse genome reference, and sorted by CFD off-target scores. Equal amounts of genomic DNA extracted from 3 gRNA-treated retinas or livers and 2 scramble-treated retinas or liver were used to amplify 150 bp genomic regions flanking the on-target and off-targets for library construction. PCR products were quantified using Qubit High Sensitivity kit (Invitrogen) and then equal amounts of PCR products from each retina or liver sample were pooled together; for next-generation sequencing (NGS) library preparation, 10 ng of pooled PCR products were used as input for the NEBNext® Ultra™ II DNA Library Prep Kit for Illumina (New England Biolabs, Ipswich, MA, USA). The quality of libraries was assessed by using screen tape High sensitivity DNA D1000 (Agilent Technologies, Santa Clara, CA, USA), and quantified by using the Qubit 4 Fluorometer (Thermo Fisher Scientific). Deep sequencing was performed through MiSeq system using a PE 150 cycles strategy on a Nano V2 flow cell (Illumina, San Diego, USA).

Illumina Miseq base call (BCL) files were converted in fastq file through bcl2fastq (version v2.20.0.422) and then merged and processed by CRISPRessoV2^71^, using the on-target and off-targets sequences as reference for analysis. A 17-nucleotide window (upstream and downstream of the cleavage site) was considered for evaluation. NGS analysis was performed by Next Generation Diagnostic srl.

### Analysis of large insertions and deletions

To identify large chromosomal rearrangements induced by SpCas9 at the genomic target sites (either m*Rho* and m*Alb*), 9 kb fragments upstream and downstream of the target site as well as the on-target site were amplified, using either the GoTaq Long PCR Master Mix (Promega, Madison, WI, USA) or PrimerSTAR GXL DNA polymerase (Takara). The following primers were used: m*Rho* insertion Fwd: 5′-GAGGGCCCCAATTTTTATGT-3′; m*Rho* insertion Rev: 5′-GGAAGTTGATGGGGAAGC-3′; m*Rho* deletion (upstream) Fwd: 5′-CCCCTGGTGCTGTCCAATAG-3′; m*Rho* deletion (upstream) Rev: 5′-AGCACGATGAGCAGGAACAT-3′; m*Rho* deletion (downstream) Fwd: 5′-CCCTTCTCCAACGTCACAGG-3′; m*Rho* deletion (downstream) Rev: 5′-CAAGTTCCATCCCCAGGACC-3′; m*Alb* insertion Fwd: 5′-GCATATTACAGTTAGTTGTCTTCATCA-3′; m*Alb* insertion Rev: 5′-TGGGCTTTCAGCATTATAACTT-3′; m*Alb* deletion (upstream) Fwd: 5′-CTCCTCCCACACAACCATTT-3′; m*Alb* deletion (upstream); Rev: 5′-TTAAGTGGGCTTTCAGCATT-3′; m*Alb* deletion (downstream) Fwd: 5′-ATCTTTAAATATGTTGTGTGGTTTTTCTCT-3′; m*Alb* deletion (downstream) Rev: 5′-ACAAGTAAAAGACAAGTCAGGAGATCTTT-3′.

### HITI efficiency by NGS analysis

To quantify both SpCas9 cleavage and HITI outcomes in the mouse and pig retina, sequencing analysis by NGS at the targeted locus from two gRNA-treated retinas was performed. Using DNA as a template, two pairs of primers (with Fwd primer in common between the wild-type and the integrated allele) with similar efficiencies were designed and similar size region of both wild-type allele (m*Rho* or p*RHO*) and hybrid allele including the integrated donor DNA (m*Rho* + DsRed or p*RHO* + DsRed) were PCR-amplified. PCR products were co-purified and sequenced using the Illumina MiSeq platform and processed by CRISPRessoV2^71^, using the either wild-type or integrated donor sequences as reference for analysis. A 17-nucleotide window (upstream and downstream the cleavage site) was considered for evaluation. The following primers were used: wild-type/integrated m*Rho* Fwd: 5′-CAACGTCACAGGCGTGGT-3′; wild-type m*Rho* Rev: 5′-TTCTTGTGCTGTACGGTGACGTAGAG-3; integrated m*Rho* Rev: 5′-GGCTTGATGACGTTCTCAGTG-3′; wild-type/integrated p*RHO* Fwd: 5′-TACGTGCCTTTCTCCAACAA-3′; wild-type p*RHO* Rev: 5′- AGAGCGTGAGGAAGTTGATG-3′; integrated p*RHO* Rev: 5′-ATGAAGGGCTTGATGACGTT-3′. NGS analysis was performed by Next Generation Diagnostic srl.

### HITI junction characterization

DNA extracted from one gRNA-treated retina or liver, harvested 30 days after injection, was used for PCR amplification of HITI junctions. Both 5′ and 3′ junctions of integration were amplified. The following primers were used: m*Rho* HITI 5′ junction Fwd: 5′-TTGGTCTCTGTCTACGAAGAGCC-3′; m*Rho* HITI 5′ junction Rev: 5′-GGCTTGATGACGTTCTCAGTGC-3′; m*Rho* HITI 3′ junction Fwd: 5′-CGACCTGCAGAAGCTTGGATCT-3′; m*Rho* HITI 3′ junction Rev: 5′-GGGCCCAAAGACGAAGTAGCC-3′; m*Alb* HITI 5′ junction Fwd: 5′-GCCTGCTCGACCATGCTATACT-3′; m*Alb* HITI 5′ junction Rev: 5′-CCTTGGAGCCGTACTGGAACTG-3′; m*Alb* HITI 3′ junction Fwd: 5′-CGACCTGCAGAAGCTTGGATCT-3′; m*Alb* HITI 3′ junction Rev: 5′-TCTCTGGCTGCCACATTGCT-3′.

PCR products were cloned into PCR-Blunt II-TOPO (Invitrogen) and single clones were sequenced to confirm the identity of the PCR products before NGS analysis.

For NGS library preparation, 10 ng of DNA from the PCR products were used as input for the NEBNext® Ultra™ II DNA Library Prep Kit for Illumina (New England Biolabs). The quality of the libraries was assessed by using a Bioanalyzer DNA High Sensitivity chip (Agilent Technologies, Santa Clara, CA, USA), and quantified by Qubit (Invitrogen). The libraries were sequenced on a MiSeq sequencing system using a v3, 600 cycle flow cell (Illumina). The Illumina base call raw data were converted in fastq files through the bcl2fastq software (version v2.20.0.422, Illumina). The sequence reads were trimmed using the Cutadapt software (version 1.9) to reduce the reads length from 600 to 350 bp and then aligned with their respective reference sequence using the BWA-SW software (version 0.7.10, MIT, Boston, MA, USA). The total number of INDELs and specific nucleotide counts contained in the aligned BAM files were estimated with the deepSNV software package (version 1.30.0, Bioconductor). The length of INDELs was obtained from BAM CIGAR strings through an ad-hoc R algorithm. 

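At the m*Alb* 3′ junction, the reads summed over the lists of INDEL lengths and over the per-position counts of the same positions differed little, with ratios of 0.998 for insertions and 1.0003 for deletions. At the m*Alb* 5′ junction these ratios were 0.988 and 2.00. In that last list 100% of the entries were even, against 40.1% in the deletion list of the 3′ junction. At the 5′ junction, gaps predicted from the deletion list as deposited came to 1.93 times the gaps counted at the positions of the reference. Gaps predicted from that list divided by 2 came to 0.963 times. At the 3′ junction, where the list was not divided, predicted gaps came to 0.876 times those counted.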

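The number of different INDELs at the m*Alb* junctions, each a position and a length, depended on the minimum frequency. With a minimum of 0.5%, 17 INDELs remained at the 5′ junction (3 insertions and 14 deletions) and 15 at the 3′ junction (3 insertions and 12 deletions). A minimum of 0.1% kept 7 insertions and 58 deletions at the 5′ junction, and 7 insertions and 59 deletions at the 3′ junction. A minimum of 1% kept 1 insertion and 5 deletions at the 5′ junction, and 3 insertions and 5 deletions at the 3′ junction.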

INDELs with a frequency ≥ than 0.1% (retina) or 0.5% (liver) were taken into account.

A 17-nucleotide window (upstream and downstream the cleavage site) was considered for evaluation. 

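In the deposited per-position counts, insertions opened at the cleavage site in 10.9% of the reads at the m*Alb* 3′ junction and in 3.34% at the m*Alb* 5′ junction. The highest rate of insertions at any position outside the window was 0.0690% at the 3′ junction and 0.0456% at the 5′ junction. Deletions opened at the cleavage site in 11.9% of the reads at the 5′ junction and in 4.89% at the 3′ junction. Median rates of deletion outside the window were 0.00262% and 0.00453% at the 5′ and 3′ junctions, and the highest rates were 0.453% and 1.30%. At the 3′ junction, 7 positions outside the window had a deletion rate past the liver's minimum frequency. These rates add deletions of all lengths, so they do not show whether any single INDEL there passes it. Positions are not replicates, so no test was made on these rates.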

For the retina, the total reads were between 3059512-3082469 and 1401931-1419062 for the 5′ and 3′ junction, respectively. The reads containing the 40 and 48 bp insertions have been isolated using samtools (version 1.3)^72^ and uploaded to IGV (version 2.4.17). The sequences identified by IGV have been quantified with an ad-hoc R script^72,73^.

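In the deposited counts of the liver, depth over the window lay between 117255 and 121631 reads, with a median of 118967, at the 5′ junction, and between 418069 and 478489 reads, with a median of 438555.5, at the 3′ junction. Counts of 3 reads, the smallest share taken as detectable at the cleavage site, correspond to 0.00252% and 0.000704%. Bases of low quality, which the authors' counting kept apart, made up 13.3% and 6.20% of the depth at the cleavage site of the 5′ and 3′ junctions.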

For liver, the total reads were between 117808-121889 and 418100-481800 for the 5′ and 3′ junction. NGS analysis was performed by Next Generation Diagnostic srl.

### On-target and off-target HITI characterization in liver

SureSelect custom probes (Agilent Technologies) designed to enrich the specific regions of interest (the donor DNA, the m*Alb* locus and the AAV sequences) were designed under the supervision of Agilent technical support. Libraries were generated following the manufacturer’s instructions for SureSelect^QXT^ Target Enrichment for Illumina Multiplexed Sequencing (Protocol Version E0, April 2018). In total, 50 ng of genomic DNA were fragmented, and adapters were added in a single enzymatic step. The adapter-tagged DNA library was purified and amplified. Next, 750 ng of each library were hybridized using the SureSelect^QXT^ capture library (Agilent Technologies). The resulting libraries were recovered using streptavidin magnetics beads, and a post-capture PCR amplification was carried out. Final libraries were quantified by Qubit (Invitrogen) and the libraries quality was assessed on a Bioanalyzer High Sensitivity DNA chip (Agilent Technologies). A first library concentrated 1.6 pM was used to carry out cluster generation and sequencing on a NextSeq-High Output Flow Cell and a second library concentrated 250 pM was run on NovaSeq6000 S1 flow cell (2 × 150 cycles) with 5% of phiX. Reads were merged and aligned to the mouse genome using the BWA-MEM software (Illumina).

To detect reads containing the donor DNA, we designed an ad-hoc procedure exploiting BWA, bedtools, picard and Bash/AWK commands for Linux^74,75^. Reads were aligned against the insert sequence using BWA parameters to achieve the highest possible sequence identity (BWA-MEM -O 60 -B 50 -E 10 -L 100 -c 2 -U 50 -d 200 -w 1). Output files in SAM format were parsed and only those reads resulting to have a partial alignment were kept because they provide information on the presence of the donor DNA. Such reads were further separated to obtain two different FASTA files: one with sequences containing the insert and the second with sequences which do not contain the insert. We set a threshold to only keep sequences longer than 22 nt (first FASTA) and 30 nt (second FASTA). These files were respectively realigned against the AAV genome and the mm10 genome. The resulting SAM files were further parsed to obtain the frequency of alignment per chromosome and to verify the part of the AAV genome that was integrated.

To detect the frequency of reads containing the donor DNA in the m*Alb* target site we used the following procedure: first the reads were aligned against the insert (which contains the donor DNA) using BWA to get as high as possible sequence identity (BWA-MEM -O 60 -B 50 -E 10 -L 100 -c 2 -U 50 -d 200 -w 1). The resulting alignment output file in SAM format was parsed with Linux commands to only extract reads that align with the first 10 nt of the insert. Then, using the CIGAR string, only reads containing a partial match were kept. Finally read identifiers were collected. A second alignment with the same BWA parameters, was performed against the entire m*Alb* gene. The read identifiers previously collected were used to filter this alignment. Hence, all the reads containing the insert and aligning against the m*Alb* gene were obtained. Then, to count the frequency of reads mapped in the cleavage site, reads falling in the region of cleavage were filtered using AWK commands with the SAM file and counted using Linux commands. A total of about 300,000 reads covering the target site in gRNA-treated livers and around 80,000 in scramble-treated were identified.

### Retinal cryosections and fluorescence imaging

To evaluate DsRed expression in retinal histological sections after HITI, mice and pigs were sacrificed, and eyes were fixed in 4% PFA overnight and infiltrated with 30% sucrose overnight; the cornea and the lens were then dissected, and the eyecups were embedded in optimal cutting temperature compound (O.C.T. matrix; Kaltek, Padua, Italy). Ten-micrometer-thick serial retinal cryosections were cut along the horizontal meridian, progressively distributed on slides, and mounted with Vectashield with DAPI (Vector Lab). Cryosections were analyzed under a confocal LSM-700 microscope (Carl Zeiss), using appropriate excitation and detection settings for DsRed and DAPI. For assessment of HITI efficiency in mouse and pig retinal cryosections following AAV administration, the highest transduced area of two-three sections/eye (except for one eye in the IRES-gRNA group in Fig. 2a where only one slice was quantified) were selected and acquired at ×40 magnification and then analyzed by two independent observers using the ImageJ (Fiji) software (http://rsbweb.nih.gov/ij/). A minimum of 200 photoreceptors, identified by DAPI staining, were counted for each image. Photoreceptors with signal compatible with DsRed expression were unequivocally identified based on their shape. The analysis was made on the maximal projection of the *z*-stacks. When the nuclei shape was not well defined, single *z*-stacks were analyzed. The mean value for each eye was then calculated.

### Electroretinography

The *Rho*^*P23H*−/+^ mice were dark-adapted for 3 h. Mice were anesthetized and positioned in a stereotaxic apparatus, under dim red light. Pupils were dilated with a drop of 0.5% tropicamide (Visufarma, Rome, Italy) and body temperature was maintained at 37.5 °C. Light flashes were generated by a Ganzfeld stimulator (CSO, Costruzione Strumenti Oftalmici, Florence, Italy). Electrophysiological signals were recorded through gold-plate electrodes inserted under the lower eyelids in contact with the cornea. Electrodes in each eye were referred to a needle electrode inserted subcutaneously at the level of the corresponding frontal region. The different electrodes were connected to a two-channel amplifier. After completion of responses obtained in dark-adapted conditions (scotopic), the recording session continued with the purpose of dissecting the cone pathway mediating the light response (photopic). To minimize the noise, different responses evoked by light were averaged for each luminance step.

Maximal scotopic response of rods and cones was measured in dark conditions (scotopic) with two flashes of 0.7 Hz and a light intensity of 20 candela-seconds per meter squared (cd s/m^2^), photopic cone responses were isolated in light conditions with a continuous background white light of 50 cd s/m^2^, with 10 flashes of 0.7 Hz and a light intensity of 20 cd s/m^2^.

### Optomotry

The visual acuity of *Rho*^*P23H*−/+^ mice was measured by the optomotor system (OptoMotry; www.cerebralmechanics.com). The mouse was positioned on a pedestal located in the center of a chamber consisting of four LCD monitors inwards facing. After a few minutes, necessary to adapt the mouse to the new environment, the test begins; a pattern of sinus stripes rotating clockwise and anti-clockwise appears on the monitor as determined randomly by the OptoMotryTM software (version VR 1.4.0). The ability to discriminate the stimulus is considered positive (correct response) when the mouse moves the head in the same direction of the gratings rotation, having a constant contrast of 100% and increasing spatial frequencies (cycles/degree).

### Evaluation of retinal outer nuclear layer thickness

To evaluate retinal ONL thickness on retinal histological sections, *Rho*^*P23H*−/+^ mouse eyes were fixed overnight in Davidson’s fixative (deionized water, 10% acetic acid, 20% formalin, 35% ethanol), dehydrated by serial passages in ethanol and then embedded in paraffin using Excelsior AS (ASHI, Italy) by the Advanced Histology Facility (Tigem, Italy). Ten-μm-thick sections were cut along the horizontal meridian, progressively distributed on slides and stained with Harris Hematoxylin and Eosin (Sigma-Aldrich). Then, the sections were analyzed under the microscope (Leica Microsystems GmbH DM-5000, Wetzlar, Germany) and acquired at ×20 magnification. For each eye, three images from the temporal injected side of different depth (ventral, central and dorsal side) representative of the whole eye were used for the analysis. Three measurements of the ONL thickness were taken for each image using the “freehand line” tool of the ImageJ (Fiji) software. This was done blind to the treatment group.

### Liver fluorescence imaging

To evaluate DsRed expression in liver, C57BL/6J mice were injected at p2, and sacrificed at p15, p30 and p90 by anesthesia overdose followed by cardiac perfusion of PBS. Liver was harvested, and a small piece of each lobe was dissected, fixed in 4% PFA overnight, infiltrated with 15% sucrose over the course of a day and 30% sucrose overnight before being included in O.C.T. matrix (Kaltek) for cryo-sectioning. Five-μm-thick liver cryosections were cut, distributed on slides and mounted with Vectashield with DAPI (Vector Lab). Cryosections were analyzed under a confocal LSM-700 microscope (Carl Zeiss), using appropriate excitation and detection settings for DsRed and DAPI. For assessment of HITI efficiency in mouse liver cryosections, three-four images of each liver were acquired at ×20 magnification and then analyzed using the ImageJ (Fiji) software (http://rsbweb.nih.gov/ij/). A minimum of 1000 hepatocytes, identified by DAPI staining of the nucleus, were counted for each image. The mean value for each liver was then calculated. Hepatocytes with signal compatible with DsRed expression were unequivocally identified based on their shape.

### Serum ARSB enzymatic activity measurement

Blood was collected at p30, p150 and p360 from MPS VI treated and control mice via eye bleeding and centrifuged at 16,000 × *g* in a microcentrifuge (Heraeus Fresco 21; Thermo Scientific, Waltham, MA) for 10 min at 4 °C to obtain serum. Serum ARSB activity was measured by an immune capture assay based on the use of a specific custom-made anti-hARSB polyclonal antibody (Covalab, Villeurbanne, France). Briefly, 96-well plates (Nunc Immuno^Tm^ Micro-well, Sigma-Aldrich St. Louis, Missouri, USA) were coated with 5 μg/ml of anti-hARSB antibody in 0.1 M NaHCO_3_ (100 μl/well) and incubated overnight at 4 °C. The following day, plates were blocked with 1% milk 0.25 M NaCl/0.02 M Tris pH 7.0; after 2 h of incubation, 50 μl of standard and unknown samples (diluted 1:10) were added to each well. Plates were incubated at 4 °C overnight. The following day, 100 μl 5 mM 4-methylumbelliferylsulfate potassium salt (4-MUS; M-760-5, GoldBio, St Louis, Missouri, USA) substrate were added to each well and then incubated at 37 °C for 4 h. The reaction was stopped by the addition of 100 μl/well of 0.2 M glycine. Plates were shaken for 10 min at room temperature and fluorescence was read (excitation of 365 nm/emission of 460 nm) on a multiplate fluorimeter (Infinite F200; TECAN, Männedorf, Switzerland). Serum ARSB activity is expressed as pg/ml of serum, using a standard curve of recombinant hARSB (Naglazyme; BioMarin Europe, UK). Since the current anti-hARSB antibody recognizes mouse ARSB (mARSB) less efficiently than others used previously, to compare levels of recombinant hARSB to the wild-type endogenous mARSB (to calculate the % of normal obtained following AAV-HITI), serum ARSB activity in samples expressing hARSB was determined based on a historical standard curve of recombinant hARSB used to calculate mARSB in normal control mice when an anti-hARSB antibody able to efficiently recognize also mARSB was available^32^.

### Liver ARSB activity measurement

Liver was homogenized in water and protein concentrations were determined by the BCA protein assay reagent (Pierce Protein Research Products; Thermo Fisher Scientific, Rockford, IL). Briefly, 20 μg of protein were incubated with 40 μl of 12.5 mM 4-methylumbelliferylsulfate substrate (4-MUS; M-760-5, GoldBio) for 3 h at 37 °C in the presence of 40 μl of 0.75 mM silver nitrate (Carlo Erba, Milan, Italy), which is known to inhibit the activity of other sulfatases. The reaction was stopped by adding 200 μl of carbonate glycine buffer and the fluorescence of the 4-methylumbelliferone produced was measured on a multiplate reader (Infinite F200, TECAN) at 365 nm (excitation) and 460 nm (emission). Enzyme activities were calculated using a standard curve of the fluorogenic 4-methylumbelliferone product (Sigma-Aldrich). Activity is expressed as nmol/mg/h.

### Quantitative analysis of GAG levels in urine and tissues

Urine samples were collected over 24 h using metabolic cages at p30, p150 and p360 from MPS VI treated and from control mice. Samples were briefly centrifuged to remove debris and diluted 1:50 in water to measure GAG content. Fifty μl of diluted urine or 250 μg of protein lysate were then used for GAGs evaluation by reaction with Dimethyl methylene Blue (DMB, 341088, Sigma-Aldrich)^76^. Absorbance was read at 520 nm using a multiplate reader (Infinite F200, TECAN). GAG concentrations were determined based on a dermatan sulfate standard curve (C3788, Sigma-Aldrich). Tissue GAGs are expressed as μg of GAG per milligram of protein (μg/mg of protein). Urinary GAGs were normalized to creatinine content, which was measured with a creatinine assay kit (Quidel, San Diego, USA) and expressed as μg of GAGs/μmol of creatinine.

### Bone histology

Formalin-fixed bones were decalcified in 10% EDTA (Sigma-Aldrich, E5134), dehydrated, embedded in paraffin using Excelsior AS (ASHI, Italy) by the Advanced Histology Facility (Tigem, Italy), and sectioned in 7 μm-thick sections on a microtome. Sections were stained with Harris Haematoxylin and Eosin Y (Sigma-Aldrich) with standard procedures, including a differentiation step in Ammonia solution (Fisher Scientific, Waltham, MA, USA). Sections were analyzed under a light microscope (Leica Microsystems GmbH DM-5000) and acquired at ×40 magnification by a blind operator. Images for quantification of osteocyte vacuoles were acquired using the Axio Scan Z1 (Carl Zeiss). Measurements were performed using the “freehand” selection tool of the ImageJ (Fiji) software. Two or three different regions were evaluated for each sample; a minimum number of 30 vacuoles was measured for each sample. This was done blind to the treatment group.

### Serum albumin quantification

Blood was collected at p360 from treated and control mice via eye bleeding and centrifuged as described above. Serum samples were diluted 1:30,000 and analyzed with a mouse albumin ELISA kit (Abcam, 108791, Cambridge, UK) following manufacturer’s instructions. Serum albumin was expressed as mg of albumin/ml of serum.

### Prediction of genotype frequency at the m*Rho* locus

The Hardy-Weinberg equation was used to predict the frequency of genotype outcomes following AAV-HITI in *Rho*^*P23H*−/+^ mice. The alleles frequencies measured in gRNA-treated C57BL/6J mice (Supplementary Fig.  3d) were used for the calculation using the “Hardy-Weinberg equilibrium calculator” tool (https://scienceprimer.com/hardy-weinberg-equilibrium-calculator), under the assumption that in *Rho*^*P23H*−/+^ mice the frequency of wild-type alleles is half (43%) of that found in C57BL/6J mice (86%, Supplementary Fig.  3d) and thus the frequency of the P23H allele is also predicted to be 43%.

### Statistical analysis

Data are presented as either median (for non-parametric data) or mean ± SEM, which have been calculated using the number (*n*) of independent in vitro experiments or tissues, i.e., eyes or livers (not replicate measurements of the same sample). Statistical *p* values <0.05 were considered significant. The normality assumption was verified using the Shapiro–Wilk test. Data were analyzed by either the Student’s *t* test or one/two-way ANOVA. When data were not normally distributed (Shapiro–Wilk test *p* value <0.05) either the Wilcoxon rank sum test or the Kruskal–Wallis rank sum test (non-parametric tests) were used. Pairwise comparisons between group levels with corrections for multiple testing were performed to determine whether the difference between specific pairs of groups is statistically significant.

Statistical comparisons were made as follows:

Figure 2. (a) DsRed+/ total photoreceptors (%). The unpaired *t*-test [statistics: *t*(9.45) = 0.31; effect size: 0.166] was used to compare the mean of two independent groups; *p* value = 0.7600. (b) DsRed+/ total photoreceptors (%). The unpaired *t*-test [statistics: *t*(2.49) = 3.23; effect size: 2.64] was used to compare the mean of two independent groups; *p* value = 0.0620. (c) Electroretinogram A and B-wave amplitude (μV). The statistical tests used to compare gRNA and scramble groups at different lux stimuli are as follows: A-wave: unpaired *t*-test [statistics: *t*(7.34) = 2.47; effect size: 1.377] (lux 20) *p* = 0.0413; unpaired *t*-test [statistics: *t*(7.34) = 2.47; effect size: 1.377] (lux 10) *p* = 0.0413; unpaired *t*-test [statistics: *t*(13.12) = 1.22; effect size: 0.615] (lux 1) *p* = 0.2430; unpaired *t*-test [statistics: *t*(9.01) = −0.18; effect size: −0.097] (lux 0.1) *p* = 0,8610; unpaired *t*-test [statistics: *t*(14) = 0.65; effect size: 0.318] (lux 0.01) *p* = 0.5240; unpaired *t*-test [statistics: *t*(11.12) = 1.26; effect size: 0.655] (photopic) *p* = 0.2340.

B-wave: Wilcoxon rank sum test [statistics: *W* = 53.5; effect size: 0.583] (lux 20) *p* = 0.0227; unpaired *t*-test [statistics: *t*(11.31) = 1.06; effect size: 0.550] (lux 10) *p* = 0.3100; unpaired *t*-test [statistics: *t*(13.46) = 1.57; effect size: 0.746] (lux 1) *p* = 0.1390; unpaired *t*-test [statistics: *t*(13.46) = 1.57; effect size: 0.746] (lux 0.1) *p* = 0.1390; unpaired *t*-test [statistics: *t*(13.46) = 1.57; effect size: 0.746] (lux 0.01) *p* = 0.1390; unpaired *t*-test [statistics: *t*(13.92) = 2.03; effect size: 0.996] (photopic) *p* = 0.0622. (d) Visual acuity (cycles/degree). The Wilcoxon rank sum test [statistics: *W* = 36; effect size: 0.832] was used to compare gRNAs and scramble groups; *p* value = 0.0022. (e) ONL thickness (μm). The unpaired *t*-test [statistics: *t*(9.54) = 2.8; effect size: 1.62] was used to compare the mean of two independent groups (whole); the *p* value is 0.0200.

Figure 3. (a) DsRed+/ total hepatocytes (%). The Kruskal–Wallis test [statistics: *χ*^2^(5) = 18.95; effect size: 0.698] followed by the Conover’s all-pairs rank comparison test was used to perform multiple pairwise comparisons between groups. Fdr-adjustment was applied. The Kruskal–Wallis test *p* value = 0.0020. The Conover’s test *p* values are as follows: TBG-DsRed p15 vs. gRNA p15 = 0.0005; TBG-DsRed p15 vs. gRNA p30 = 0.0005; TBG-DsRed p15 vs. gRNA p90 = 1.67e−05; TBG-DsRed p15 vs. TBG-DsRed p30 = 0.1896; TBG-DsRed p15 vs. TBG-DsRed p90 = 0.0014; TBG-DsRed p30 vs. TBG-DsRed p90 = 0.0454; TBG-DsRed p30 vs. gRNA p15 = 0.0085; TBG-DsRed p30 vs. gRNA p30 = 0.0104; TBG-DsRed p30 vs. gRNA p90 = 0.0005; TBG-DsRed p90 vs. gRNA p15 = 0.4093; TBG-DsRed p90 vs. gRNA p30 = 0.4683; TBG-DsRed p90 vs. gRNA p90 = 0.1059; gRNA p15 vs. gRNA p30 = 0.8857; gRNA p15 vs. gRNA p90 = 0.5900; gRNA p30 vs. gRNA p90 = 0.5133. (b) Serum ARSB activity. The one-way ANOVA test [statistics: *F*(2,14) = 0.47; effect size: 0.063] was used to compare gRNA values at different timepoints. The ANOVA *p* value is 0.6320. Tukey adjustment was applied. The Wilcoxon rank sum test was used to compare gRNA and scramble groups at each timepoint; the *p* values are as follows: p30 = 0.0256; p150 = 0.0250; p360 = 0.0325 (statistics: *W* = 18, 18 and 15 for p30, p150 and p360, respectively; effect size: = 0.79, 0.79 and 0.81 for p30, p150 and p360, respectively). (c) Liver ARSB activity. The one-way ANOVA test [statistics: *F*(2,12) = 11.2; effect size: 0.65] followed by the Tukey post hoc test was used to perform multiple pairwise comparisons between groups. Tukey adjustment was applied. The ANOVA test *p* value is 0.0020. The Tukey post hoc test *p* values are as follows: NR vs. AF = 0.0017; gRNA vs. AF = 0.0059; gRNA vs. NR = 0.9690. (d) Urinary GAGs. The one-way ANOVA test [statistics: *F*(8,37) = 14.8; effect size: 0.76] followed by Tukey post hoc test was used to perform multiple pairwise comparisons between groups. Tukey adjustment was applied. The ANOVA *p* value is 1.96e−09. The Tukey post hoc test *p* values are as follows: at p30, NR vs. scramble = 0.0037; gRNA vs. scramble = 0.9490; NR vs. gRNA = 0.0290; at p150, NR vs. scramble = 4.85e−05; gRNA vs. scramble = 0.0256; NR vs. gRNA = 0.2320; at p360, NR vs. scramble = 2.50e−06; gRNA vs. scramble = 0.0043; NR vs. gRNA = 0.2150. (e) Area of osteocyte vacuoles. The one-way ANOVA test [statistics: *F*(2,10) = 111.98; effect size: 0.96] followed by the Tukey post hoc test was used to perform multiple pairwise comparisons between groups. Tukey adjustment was applied. The ANOVA test *p* value is 1.43e−07. The Tukey post hoc test *p* values are as follows: NR vs. AF = 2.00e−07; gRNA vs. AF = 9.00e−07; gRNA vs. NR = 0.284. (f) Liver GAGs. The Kruskal–Wallis test [statistics: *χ*^2^(2) = 6.83; effect size: 0.402] followed by the Conover’s all-pairs rank comparison test was used to perform multiple pairwise comparisons between groups. Bonferroni adjustment was applied. The Kruskal–Wallis test is 0.0330. The Conover’s test *p* values are as follows: NR vs. AF = 0.0190; gRNA vs. AF = 0.0630; gRNA vs. NR = 1. (g) Kidney GAGs. The Welch ANOVA test [statistics: *F*(2,3.85) = 239.01; effect size: 0.97] followed by the Games Howell post hoc test was used to perform multiple pairwise comparisons between groups. Tukey adjustment was applied. The ANOVA test *p* value is <0.0001. The Games Howell post hoc test *p* values are as follows: NR vs. AF = 0.0020; gRNA vs. AF = 0.0020; gRNA vs. NR = 0.9990. (h) Spleen GAGs. The one-way ANOVA test [statistics: *F*(2,12) = 1410.85; effect size: 1] followed by the Tukey post hoc test was used to perform multiple pairwise comparisons between groups. Tukey adjustment was applied. The ANOVA test *p* value is <0.0001. The Tukey post hoc test *p* values are as follows: NR vs. AF = < 0.0001; gRNA vs. AF = < 0.0001; gRNA vs. NR = 0.0663. (i) Serum albumin. The one-way ANOVA test [statistics: *F*(2,17) = 2.46; effect size: 0.22] followed by the Tukey post hoc test was used to perform multiple pairwise comparisons between groups. Tukey adjustment was applied. The ANOVA test *p* value is 0.1200.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

Peer Review File

## Data Availability

Sequencing data are deposited on GEO database (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi). Specifically, data relative to HITI junction characterization are under the accession code GSE158771; data relative to HITI on- and off-target in liver are under the accession code GSE158759; data relative to SpCas9 gRNA off-targets are under the accession code GSE180117; data relative to HITI efficiency in the retina are under the accession code GSE180875. All data supporting the findings described in this manuscript are available in the article and in the Supplementary Information, and from the corresponding author upon reasonable request. Source data are provided with this paper.

## Source data

Source Data

## References

[1] Salganik, M., Hirsch, M. L. & Samulski, R. J. Adeno-associated virus as a Mammalian DNA vector. *Microbiol. Spectr.***3** (2015).10.1128/microbiolspec.MDNA3-0052-2014PMC467739326350320

[2] FDA approves hereditary blindness gene therapy. *Nat. Biotechnol.***36**, 6 (2018).10.1038/nbt0118-6a29319697

[3] Anguela XM, High KA (2019). Entering the modern era of gene therapy. Annu. Rev. Med..

[4] Dryja TP (1990). Mutations within the Rhodopsin gene in patients with autosomal dominant retinitis pigmentosa. N. Engl. J. Med..

[5] Mendes HF, van der Spuy J, Chapple JP, Cheetham ME (2005). Mechanisms of cell death in rhodopsin retinitis pigmentosa: implications for therapy. Trends Mol. Med.

[6] Lin, J. H. & LaVail, M. M. Misfolded proteins and retinal dystrophies. *Adv. Exp. Med. Biol.***664**, 115–121 (2010).10.1007/978-1-4419-1399-9_14PMC295589420238009

[7] Cotugno, G. et al. Impact of age at administration, lysosomal storage, and transgene regulatory elements on AAV2/8-mediated rat liver transduction. *PLoS ONE***7**, e33286 (2012).10.1371/journal.pone.0033286PMC330284822428010

[8] Nakai H (2001). Extrachromosomal recombinant adeno-associated virus vector genomes are primarily responsible for stable liver transduction in vivo. J. Virol..

[9] Cotugno G (2011). Long-term amelioration of feline mucopolysaccharidosis VI after AAV-mediated liver gene transfer. Mol. Ther..

[10] Wang L, Wang H, Bell P, McMenamin D, Wilson JM (2012). Hepatic gene transfer in Neonatal mice by adeno-associated virus serotype 8 vector. Hum. Gene Ther..

[11] Arruda VR, Samelson-Jones BJ (2015). Obstacles and future of gene therapy for hemophilia. Expert Opin. Orphan Drugs.

[12] Inagaki K, Piao C, Kotchey NM, Wu X, Nakai H (2008). Frequency and spectrum of genomic integration of recombinant adeno-associated virus serotype 8 vector in neonatal mouse liver. J. Virol..

[13] Yanik M (2017). In vivo genome editing as a potential treatment strategy for inherited retinal dystrophies. Prog. Retinal Eye Res..

[14] Burnight ER (2018). CRISPR-Cas9 genome engineering: treating inherited retinal degeneration. Prog. Retinal Eye Res..

[15] Tu Z, Yang W, Yan S, Guo X, Li XJ (2015). CRISPR/Cas9: a powerful genetic engineering tool for establishing large animal models of neurodegenerative diseases. Mol. Neurodegener..

[16] Patrizi C (2021). Allele-specific editing ameliorates dominant retinitis pigmentosa in a transgenic mouse model. Am. J. Hum. Genet.

[17] Bakondi B (2016). In vivo CRISPR/Cas9 gene editing corrects retinal dystrophy in the S334ter-3 rat model of autosomal dominant retinitis pigmentosa. Mol. Ther..

[18] Burnight ER (2017). Using CRISPR-Cas9 to generate gene-corrected autologous iPSCs for the treatment of inherited retinal degeneration. Mol. Ther..

[19] Giannelli SG (2018). Cas9/sgRNA selective targeting of the P23H Rhodopsin mutant allele for treating retinitis pigmentosa by intravitreal AAV9.PHP.B-based delivery. Hum. Mol. Genet..

[20] Latella MC (2016). In vivo editing of the human mutant rhodopsin gene by electroporation of plasmid-based CRISPR/Cas9 in the mouse retina. Mol. Ther. Nucleic Acids.

[21] Hsu PD, Lander ES, Zhang F (2014). Development and applications of CRISPR-Cas9 for genome engineering. Cell.

[22] Barzel A (2015). Promoterless gene targeting without nucleases ameliorates haemophilia B in mice. Nature.

[23] Porro F (2017). Promoterless gene targeting without nucleases rescues lethality of a Crigler-Najjar syndrome mouse model. EMBO Mol. Med..

[24] Lackner DH (2015). A generic strategy for CRISPR-Cas9-mediated gene tagging. Nat. Commun..

[25] Suzuki K (2016). In vivo genome editing via CRISPR/Cas9 mediated homology-independent targeted integration. Nature.

[26] Suzuki K, Belmonte JCI (2018). In vivo genome editing via the HITI method as a tool for gene therapy. J. Hum. Genet..

[27] Venkatesan A, Dasgupta A (2001). Novel fluorescence-based screen to identify small synthetic internal ribosome entry site elements. Mol. Cell Biol..

[28] Sakami S (2011). Probing mechanisms of photoreceptor degeneration in a new mouse model of the common form of autosomal dominant retinitis pigmentosa due to P23H opsin mutations. J. Biol. Chem..

[29] McIntosh J (2013). Therapeutic levels of FVIII following a single peripheral vein administration of rAAV vector encoding a novel human factor VIII variant. Blood.

[30] Ferla R (2014). Similar therapeutic efficacy between a single administration of gene therapy and multiple administrations of recombinant enzyme in a mouse model of lysosomal storage disease. Hum. Gene Ther..

[31] Harmatz P, Shediac R (2017). Mucopolysaccharidosis VI: pathophysiology, diagnosis and treatment. Front. Biosci..

[32] Alliegro M (2016). Low-dose gene therapy reduces the frequency of enzyme replacement therapy in a mouse model of lysosomal storage disease. Mol. Ther..

[33] Trapani I, Auricchio A (2019). Has retinal gene therapy come of age? From bench to bedside and back to bench. Hum. Mol. Genet..

[34] Berger W, Kloeckener-Gruissem B, Neidhardt J (2010). The molecular basis of human retinal and vitreoretinal diseases. Prog. Retin Eye Res..

[35] Iyama T, Wilson DM (2013). DNA repair mechanisms in dividing and non-dividing cells. DNA Repair.

[36] Trapani I (2014). Effective delivery of large genes to the retina by dual AAV vectors. EMBO Mol. Med..

[37] Colella P (2014). Efficient gene delivery to the cone-enriched pig retina by dual AAV vectors. Gene Ther..

[38] Dalkara D (2013). In vivo-directed evolution of a new adeno-associated virus for therapeutic outer retinal gene delivery from the vitreous. Sci. Transl. Med..

[39] Kim K (2017). Genome surgery using Cas9 ribonucleoproteins for the treatment of age-related macular degeneration. Genome Res..

[40] Kelley RA (2018). DNA nanoparticles are safe and nontoxic in non-human primate eyes. Int. J. Nanomed..

[41] Zulliger R (2018). Optimizing non-viral gene therapy vectors for delivery to photoreceptors and retinal pigment epithelial cells. Adv. Exp. Med. Biol..

[42] Yao X (2017). Homology-mediated end joining-based targeted integration using CRISPR/Cas9. Cell Res..

[43] Nishiguchi, K. M., Fujita, K., Miya, F., Katayama, S. & Nakazawa, T. Single AAV-mediated mutation replacement genome editing in limited number of photoreceptors restores vision in mice. *Nat. Commun.***11**, 482 (2020).10.1038/s41467-019-14181-3PMC698118831980606

[44] Gaudelli NM (2017). Programmable base editing of A*T to G*C in genomic DNA without DNA cleavage. Nature.

[45] Komor AC, Kim YB, Packer MS, Zuris JA, Liu DR (2016). Programmable editing of a target base in genomic DNA without double-stranded DNA cleavage. Nature.

[46] Rees HA, Liu DR (2018). Base editing: precision chemistry on the genome and transcriptome of living cells. Nat. Rev. Genet..

[47] Ryu SM (2018). Adenine base editing in mouse embryos and an adult mouse model of Duchenne muscular dystrophy. Nat. Biotechnol..

[48] Anzalone AV (2019). Search-and-replace genome editing without double-strand breaks or donor DNA. Nature.

[49] Wang L (2019). CRISPR/Cas9-mediated in vivo gene targeting corrects hemostasis in newborn and adult factor IX-knockout mice. Blood.

[50] Li H (2011). In vivo genome editing restores haemostasis in a mouse model of haemophilia. Nature.

[51] Chandler RJ (2015). Vector design influences hepatic genotoxicity after adeno-associated virus gene therapy. J. Clin. Invest..

[52] Donsante A (2007). AAV vector integration sites in mouse hepatocellular carcinoma. Science.

[53] Walia JS (2015). Long-term correction of Sandhoff disease following intravenous delivery of rAAV9 to mouse neonates. Mol. Ther..

[54] Finn JD (2018). A single administration of CRISPR/Cas9 lipid nanoparticles achieves robust and persistent in vivo genome editing. Cell Rep..

[55] Auricchio A, Hildinger M, O’Connor E, Gao GP, Wilson JM (2001). Isolation of highly infectious and pure adeno-associated virus type 2 vectors with a single-step gravity-flow column. Hum. Gene Ther..

[56] Ran FA (2013). Genome engineering using the CRISPR-Cas9 system. Nat. Protoc..

[57] Maddalena A (2018). Triple vectors expand AAV transfer capacity in the retina. Mol. Ther..

[58] Tessitore A (2006). Preferential silencing of a common dominant rhodopsin mutation does not inhibit retinal degeneration in a transgenic model. Mol. Ther..

[59] Esumi N, Oshima Y, Li Y, Campochiaro PA, Zack DJ (2004). Analysis of the VMD2 promoter and implication of E-box binding factors in its regulation. J. Biol. Chem..

[60] Ferla R (2017). Non-clinical safety and efficacy of an AAV2/8 vector administered intravenously for treatment of mucopolysaccharidosis type VI. Mol. Ther. Methods Clin. Dev..

[61] Doria M, Ferrara A, Auricchio A (2013). AAV2/8 vectors purified from culture medium with a simple and rapid protocol transduce murine liver, muscle, and retina efficiently. Hum. Gene Ther. Methods.

[62] Mao H (2011). AAV delivery of wild-type rhodopsin preserves retinal function in a mouse model of autosomal dominant retinitis pigmentosa. Hum. gene Ther..

[63] Evers M (1996). Targeted disruption of the arylsulfatase B gene results in mice resembling the phenotype of mucopolysaccharidosis VI. Proc. Natl Acad. Sci. USA.

[64] Strauch OF (2003). Cardiac and ocular pathologies in a mouse model of mucopolysaccharidosis type VI. Pediatr. Res..

[65] Brooks DA (1995). Two site-directed mutations abrogate enzyme activity but have different effects on the conformation and cellular content of the N-acetylgalactosamine 4-sulphatase protein. Biochemical J..

[66] Liang FQ, Anand V, Maguire AM, Bennett J (2001). Intraocular delivery of recombinant virus. Methods Mol. Med..

[67] Mussolino C (2011). AAV-mediated photoreceptor transduction of the pig cone-enriched retina. Gene Ther..

[68] Allocca M (2007). Novel adeno-associated virus serotypes efficiently transduce murine photoreceptors. J. Virol..

[69] Gombash Lampe, S. E., Kaspar, B. K. & Foust, K. D. Intravenous injections in neonatal mice. *J. Vis. Exp.* e52037 10.3791/52037 (2014).10.3791/52037PMC435342625407048

[70] Nakai H (2005). Unrestricted hepatocyte transduction with adeno-associated virus serotype 8 vectors in mice. J. Virol..

[71] Clement K (2019). CRISPResso2 provides accurate and rapid genome editing sequence analysis. Nat. Biotechnol..

[72] Li H (2009). The sequence alignment/map format and SAMtools. Bioinformatics.

[73] Gerstung M, Papaemmanuil E, Campbell PJ (2014). Subclonal variant calling with multiple samples and prior knowledge. Bioinformatics.

[74] Li H, Durbin R (2010). Fast and accurate long-read alignment with Burrows-Wheeler transform. Bioinformatics.

[75] Quinlan AR, Hall IM (2010). BEDTools: a flexible suite of utilities for comparing genomic features. Bioinformatics.

[76] de Jong JG, Wevers RA, Laarakkers C, Poorthuis BJ (1989). Dimethylmethylene blue-based spectrophotometry of glycosaminoglycans in untreated urine: a rapid screening procedure for mucopolysaccharidoses. Clin. Chem..

[77] Francesco. *frankMusacchia/HITI_OffTargetDetection* (Zenodo, 2022). 10.5281/ZENODO.5832451.

How the deposited data were processed for this re-analysis (not part of the article)

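The data are 2 libraries of PCR products that span the junctions between the m*Alb* locus and the integrated donor DNA, from 1 gRNA-treated liver collected 30 days after injection. There were no replicates and no library from a scramble-treated tissue was used here, so no test between the junctions was made. Results for the libraries from the retina are not reported here.

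The authors trimmed the reads with Cutadapt 1.9, aligned them with BWA-SW 0.7.10 to the expected edited sequence of each junction, and deposited the counts of reads per position made with deepSNV 1.30.0, without normalization. These counts cover each base, gaps, bases of low quality, reads with an insertion or a deletion, and reads that start or end at the position. The authors also deposited a list of insertions and a list of deletions per library, made from the alignments by an R algorithm of their own. Each entry is a whole number, the count of reads with an INDEL of one length at one position. A column that sums quality values was not used, because its unit is not stated in the paper's text.

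The junction of each library was named from its most frequent bases, matched exactly to the chromosome of m*Alb* in GRCm39. The primers on the genomic side lie on the matching side of the cleavage site. They were chosen by the junction already named and looked up in the chromosome, so this is no support for the naming. At most 5 nt of the donor primers were found, since the counts cover a stretch around the junction. Exons and coding positions were taken from GENCODE M39. The paper's text does not name a genome build for this alignment, so coordinates are those of the match to GRCm39. The position given for an INDEL in the counts and lists was read as the nucleotide before it. Where bases repeat, an INDEL can be placed at more than 1 position, and the deletions in at least 0.1% of the reads all stood at the leftmost one. This was tested, in a way chosen after the data were seen, by predicting from the list the change in gaps from each position to the next. At the 5′ junction, with the list divided by 2, the deviations summed to 8.66% of the changes counted, against 140% if the position were the first deleted nucleotide. At the 3′ junction they were 23.9% and 73.2%. Deletions that open before the window are not in the lists and add to these deviations where they close.

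INDEL shares used the paper's settings, which are a window of 17 nt on each side of the cleavage site and a minimum frequency of 0.5% in the liver, with the depth at the last nucleotide before the cleavage site as denominator. Intervals are 95% Wilson intervals. Depth at the cleavage site was 119189 reads at the 5′ junction and 426390 at the 3′ junction, and shares down to 3 reads were taken as detectable. PCR reads are not independent molecules, so the intervals are narrower than the uncertainty between molecules or animals. The list of deletions of library 1 held 2 counts for each deletion in the per-position counts and was divided by 2, a choice made after the values were seen. The INDELs named in the text are, by a rule set beforehand, the 3 insertions and the 3 deletions with the most reads in each library past the paper's minimum.

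The selection of INDELs and the intervals were tested on 100 simulated libraries with known shares. The true INDELs were recovered in 100 of them and the true share lay within the interval in 94. The simulation used a minimum of 0.1%, a depth above that of both liver libraries, and reads drawn independently. Simulated INDELs with shares near the minimum were left out, so their recovery was set by the design. It therefore checks the calculation only, and not how the selection or the intervals perform on PCR reads. Deletions in at least 0.1% of the reads were compared with 10000 random placements of the same lengths over the cleavage site (seed 1), with Benjamini-Hochberg adjustment over the 2 libraries. Included were those with any placement, among all that leave the same sequence, that removed or adjoined a nucleotide next to the cleavage site, and random placements were limited to those whose leftmost equal placement lies in the window of the lists. Runs with the placements as aligned only, and with equal placements counted once, were made beside it, after the first values were seen. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots matplotlib 3.10.9.

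Alternatives covered the minimum frequency, the width of the window, the denominator, the source of the counts, the statistic for positions outside the window, and the weighting of lengths. Windows of 34 nt and of the whole sequenced region were run on the per-position counts only, because the lists cover 17 nt on each side. Separate results for each strand were not run because the counts are not split by strand. The raw reads and the paper's other measurements of SpCas9 activity were not analysed here.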

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

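The results in this part come from positions outside the window the paper considered and from reads that start or end within it. Deletions outside the window were singled out where a position had a rate, over all lengths, past the minimum frequency for the liver. This held at the m*Alb* 3′ junction only, and the highest such rate at the m*Alb* 5′ junction was 0.453%. Read starts and ends were singled out because they exceeded the smallest share the depth can show. No library from a scramble-treated tissue was used here and the libraries come from a single liver, so no biological explanation was tested. Every test in this part was chosen after the result was seen.

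At the m*Alb* 3′ junction, deletions of all lengths opened at 7 positions outside the window at rates past the minimum frequency for the liver. The per-position counts carry no lengths, so whether any single INDEL there passes it is not known. The highest rate was 1.30% (95% interval 1.27 to 1.34), 35 nt before the cleavage site. Gaps at the first position of the window came to 91.5% of the deletions opened before it, so most of these deletions extended into the window. An INDEL is placed at the nucleotide before it, so the window does not count them. With the per-position counts, the deletion share was 29.4% in the window and 40.4% over the whole sequenced region. The test of gaps shows that they reached the window and not how far beyond its first position each went. In the donor DNA, the base after the start of the most frequent one is a T that follows another T and precedes a G. Identical bases were counted forward from the start only, so slippage of a polymerase at that position is left open. The other positions were not tested for slippage.

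Reads that ended just before the cleavage site or started just after it made up 5.32% of the depth at the m*Alb* 5′ junction and 7.97% at the m*Alb* 3′ junction, with each kind of end taken in percent of the depth at its own nucleotide. If ends were spread at random, the cleavage site would be near the median of the other positions of the window. The share at the cleavage site was at least 16.9 times that median in both libraries. Alignments that stop where a read departs from the reference could produce such ends, and so the INDEL shares could miss reads with larger changes. Clipped bases were not analysed here, so this explanation was not tested.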

How the results depend on the processing

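Alternatives to the minimum frequency, window, denominator, source, outside statistic and weighting were chosen before the data were examined, except where they are said to be added. With no replicates, a share was taken as unchanged when it stayed within its own 95% interval, which is narrow at these depths. Of the values under alternatives chosen beforehand, 45 left that interval and 13 did not. All 17 values under added alternatives left it. No paired analysis was possible because the libraries are different junctions of 1 liver. Results for the libraries from the retina are not reported here. Pairs of values are given in the order m*Alb* 5′ and m*Alb* 3′ junction.

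With no minimum frequency, the INDEL share was 31.2% and 49.8%, the insertion share 5.54% and 20.4%, and the deletion share 25.7% and 29.4%. Lengths that were not a multiple of 3 then made up 90.9% and 95.7% of the reads with an insertion and 70.3% and 76.9% of those with a deletion. With a minimum of 1%, the INDEL share was 8.38% and 24.8% and the deletion share 6.09% and 7.55%, and the insertion share was 2.29% at the 5′ junction and did not change at the 3′ junction. With the minimum of 0.1% that the paper used for the retina, the INDEL share rose to 26.6% and 42.5%, with insertions at 4.51% and 18.0% and deletions at 22.1% and 24.5%.

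With a window of 5 nt on each side, the INDEL share was 14.7% and 22.4% and the deletion share 10.9% and 5.13%, while the insertion shares were the same. This window left out the most frequent deletion of the 3′ junction as aligned, although an equal placement of it spans the cleavage site. With the median depth of the window as denominator, the 3′ junction had 29.3% INDELs, 16.8% insertions and 12.5% deletions, and the values of the 5′ junction stayed within their intervals. With the highest depth, the 5′ junction had 15.0% INDELs and 11.3% deletions, and the 3′ junction 26.4% INDELs, 15.4% insertions and 11.0% deletions. The INDEL share was higher at the 3′ than at the 5′ junction under each of these settings of minimum, window and denominator.

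The per-position counts in place of the lists gave INDEL shares of 31.3% and 49.8%, insertion shares of 5.60% and 20.4%, and deletion shares of 25.7% and 29.4%. These counts carry no lengths, so no minimum frequency can be applied to them. Windows of 34 nt and of the whole region could not be run on the lists and were added after seeing the data, with the per-position counts as source. Over 34 nt on each side, the INDEL share was 34.0% and 57.2%, the insertion share 5.72% and 20.6%, and the deletion share 28.3% and 36.6%. Over the whole sequenced region, the INDEL share was 34.9% and 61.1%, the insertion share 5.82% and 20.7%, and the deletion share 29.1% and 40.4%. Results for each strand were not run, because the counts are not split by strand.

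The list of deletions at the 5′ junction holds 2 counts for each deletion in the per-position counts and was divided by 2, a choice made after seeing the data. As deposited, it gave 39.8% INDELs and 36.0% deletions, of which 69.8% had a length that was not a multiple of 3. With this list, the 5′ junction had a higher INDEL share than the 3′ junction, the reverse of the order with the list divided by 2. The per-position counts, which do not depend on the list, gave the lower share at the 5′ junction. Counting gaps at the nucleotides next to the cleavage site in place of deletions that open in the window, also added after seeing the data, gave 20.2% and 22.0% deletions.

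With the median in place of the highest rate outside the window, insertions were at 0.000765% and 0.000999% and deletions at 0.00262% and 0.00453%. With only the positions that reach 50% of the highest depth, the highest deletion rate outside the window at the 5′ junction was 0.105%, and the other highest rates did not change. This alternative left out the position with the highest rate, whose depth of 118080 reads is below 50% of the 240948 reads counted at the start of the region, before 115481 reads end at a single position. With each INDEL counted once, lengths that were not a multiple of 3 made up 83.3% of the deletions at the 3′ junction.

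In counts of reads, depth alone sets no limit on the minimum frequencies used. At the 5′ junction, the lower of both depths, 3 reads are 0.00252% of the depth. Reads are PCR copies without molecular identifiers, so this does not show how many molecules an INDEL near a minimum rests on.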

Other observations

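Every test in this part was chosen after the result was seen, apart from the comparison of deletions with random placements. Its adjustment for both libraries and its handling of placements that leave the same sequence were added after its first values were seen.

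In the deletion list of the m*Alb* 5′ junction, every entry was even. If each read had entered the list 2 times, the list would sum to 2 times the per-position counts, and the ratio was 2.00. If the list were right and the per-position counts missed reads, the insertion list of the same library would also exceed its per-position counts by about 2 times, and that ratio was 0.988. Missed reads would also not make every entry even. Why reads would enter the list 2 times was not tested.

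Joining at short repeats would leave more deletions with repeats of at least 2 nt at their ends than random placements of the same lengths over the cleavage site. The test covered the deletions in at least 0.1% of the reads, a lower minimum than the 0.5% used for the INDEL shares in the liver. A deletion with a repeat at its ends can be placed at more than 1 position, and it was included if any of these placements removed or adjoined a nucleotide next to the cleavage site. At the m*Alb* 5′ junction, 8 of 56 deletions had such repeats, where random placements gave 10.3 on average, and 89.27% of 10000 placements gave as many. Of the 56 deletions at the m*Alb* 3′ junction, 17 had them, against 12.2 on average, and 5.98% of the placements gave as many, or 12.0% after Benjamini-Hochberg adjustment over the 2 libraries.

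The first run of this test took only the deletions next to the cleavage site as aligned and gave 87.65% of the placements at the m*Alb* 5′ junction and 3.91% at the m*Alb* 3′ junction, the latter 7.82% after adjustment. A further run, in which placements that leave the same sequence were counted once, gave 15.1% at the 5′ junction, and at the 3′ junction none of the 10000 placements had as many deletions with repeats, with 6.32 on average. The result at the m*Alb* 3′ junction therefore depends on how equal placements are counted, and joining at short repeats is left open there. None of the 3 runs bore it out at the m*Alb* 5′ junction.

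Bases other than the most frequent one made up 1.41% of the called bases at the last nucleotide before the cleavage site of the m*Alb* 5′ junction and 6.29% at that of the m*Alb* 3′ junction. Each was the highest value of its window, and the medians outside the windows were 0.0678% and 0.0628%.

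At the m*Alb* 5′ junction, 115481 reads ended at a single position 59 nt before the cleavage site, and the depth was 240948 reads at the first position and 119189 at the cleavage site.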
